# Nuclear Factor Y controls nutrient-adaptive epithelial growth by regulating mTOR in the *Drosophila* midgut

**DOI:** 10.1242/dev.205643

**Published:** 2026-07-13

**Authors:** Tetiana Strutynska, Onur Deniz, Jaakko Mattila

**Keywords:** *Drosophila* midgut, Tissue growth, NF-Y, mTOR, Intestinal stem cell

## Abstract

The intestinal epithelial lining is highly dynamic, with size and cellular composition adapting to nutrient status. This requires regulation of intestinal stem cell (ISC) proliferation and enterocyte size. How the intestinal absorptive area matches physiological nutrient conditions remains unclear. Here, we show that the transcription factor Nuclear Factor Y (NF-Y) plays a role in this process. NF-Y loss of function in ISCs led to high proliferation and cell growth, a phenotype influenced by dietary nutrients. NF-Y loss of function also increased nutrient metabolism, as shown by more mitochondria and larger lipid droplets in progenitors. Mechanistically, NF-Y restrains mTOR complex 1 (mTORC1) activity in ISCs by controlling transcription of mTORC1 signaling components such as Pras40 and Sestrin. Overall, our results demonstrate that NF-Y limits excessive nutrient-adaptive intestinal epithelial growth.

## INTRODUCTION

The size of the intestinal epithelial lining is dynamically regulated to match the digestive and metabolic needs of an animal. For example, the *Drosophila* midgut, the counterpart of the mammalian small intestine, is highly adaptive to nutritional changes. When calorie-restricted, intestinal stem cell (ISC) proliferation is reduced, and the midgut absorptive area decreases due to enterocyte (EC) loss and reduced cell size. Upon feeding, the proliferation and differentiation of ISCs increase, and the ECs enlarge, leading to an increase in absorptive epithelial area (Bonfini et al., 2021; Mattila et al., 2024; O'Brien et al., 2011). Although the cellular processes of midgut nutrient adaptation have been described in fine detail, the mechanisms underlying the regulation of optimal epithelial size under physiological conditions remain poorly understood.

Adaptive regulation of intestinal absorptive area is mediated by nutrient-sensing pathways, including the amino acid-sensing mTOR complex 1 (mTORC1) signaling pathway (Bonfini et al., 2021; Mattila et al., 2024; O'Brien et al., 2011). In ISCs, mTORC1 regulates anabolic metabolism, enabling cell growth and division, while in progenitors, mTORC1 activity is linked to lineage choice and differentiation (Haller et al., 2017; Kapuria et al., 2012; Mattila et al., 2024; Sampson et al., 2016). In niche cells, mTORC1 functions cell non-autonomously to regulate the proliferative activity of stem cells (Yilmaz et al., 2012). Thus, mTORC1 has a profound and complex role in adaptive regulation of the intestinal epithelium. Unrestricted mTORC1 activation can have catastrophic consequences for cells (Liu and Sabatini, 2020). Therefore, feedback mechanisms that limit mTORC1 activity have evolved. These mechanisms ensure optimal mTORC1 activity, balancing cellular growth and division to available nutrients, growth factors and energy (Goul et al., 2023). However, how mTORC1 activity is balanced to achieve optimal epithelial size in physiological conditions, especially in complex tissues such as the *Drosophila* midgut, remains enigmatic.

Nuclear Factor Y (NF-Y) is a conserved and pleiotropic trimeric transcription factor composed of the subunits NF-YA, NF-YB and NF-YC (Li et al., 2018). NF-Y regulates gene expression by binding to the CCAAT box via NF-YA, the DNA-binding subunit of the complex (Nardini et al., 2013). NF-Y plays an essential role in early zygotic development in mammals and is a key driver of cell-cycle progression in proliferating cells, including hematopoietic and muscle stem cells (Benatti et al., 2011; Bungartz et al., 2012; Hu et al., 2006; Liu et al., 2019; Rigillo et al., 2021). Despite these established functions in development and the cell cycle, little is known about the physiological roles of NF-Y transcription factors. Here, we report an unexpected role for NF-Y in regulating *Drosophila* midgut epithelial growth. Specifically, we show that NF-Y inhibits ISC proliferation, mitochondrial biogenesis and lipid accumulation in progenitors, thereby protecting the intestinal epithelial lining from excessive growth and epithelial disruption. Mechanistically, NF-Y limits mTORC1-mediated ISC activation by regulating transcription of mTORC1 signaling components, such as Pras40 and Sestrin. Through this mechanism, we identify NF-Y as a key regulator of intestinal epithelial cells under conditions of high growth demand.

## RESULTS

### Nuclear Factor Y restricts ISC activity cell autonomously

By systematically analyzing transcriptional regulators, we discovered a previously unreported role for Nuclear Factor Y subunit Alpha (NF-YA) in the adult *Drosophila* midgut. When knocked down by RNA interference (RNAi) in female flies using the ISC-specific driver esg-Gal4ts, Su(H)-Gal80 coupled with UAS-YFP (hereafter referred to as ISC-Gal4), we observed a substantial expansion of the YFP-expressing cell pool compared with control animals (Fig. 1A). The YFP-positive cells accumulate in a highly region-specific manner in regions R2, R4 and R5, whereas regions R1, R3 and the flanking border regions are unaffected (Fig. 1A). These data was further confirmed using an independent RNAi line, which produced a similar region-specific expansion of the YFP-positive cells (Fig. S1A). Quantification of the phenotype showed significantly increased total and YFP-positive cell numbers (Fig. 1B,C). Staining with NF-YA antibodies confirmed the loss of NF-YA protein from cells expressing the RNAi reagent (Fig. 1A). The increase in cell numbers suggests an elevated rate of ISC proliferation in response to NF-YA loss of function. To test this possibility, we used 5-ethynyl-2'-deoxyuridine (EdU) to label cells with newly synthesized DNA. In control animals, a 16 h EdU pulse labels YFP-negative enteroblasts (EBs) and small YFP-positive ISCs that have begun endoreduplication or S-phase, respectively (Fig. S1B). NF-YA knockdown by the ISC-Gal4 driver resulted in a significant increase in the number of EdU-positive ISCs compared with controls, indicating increased proliferative activity (Fig. 1D,E).

**Fig. 1.**
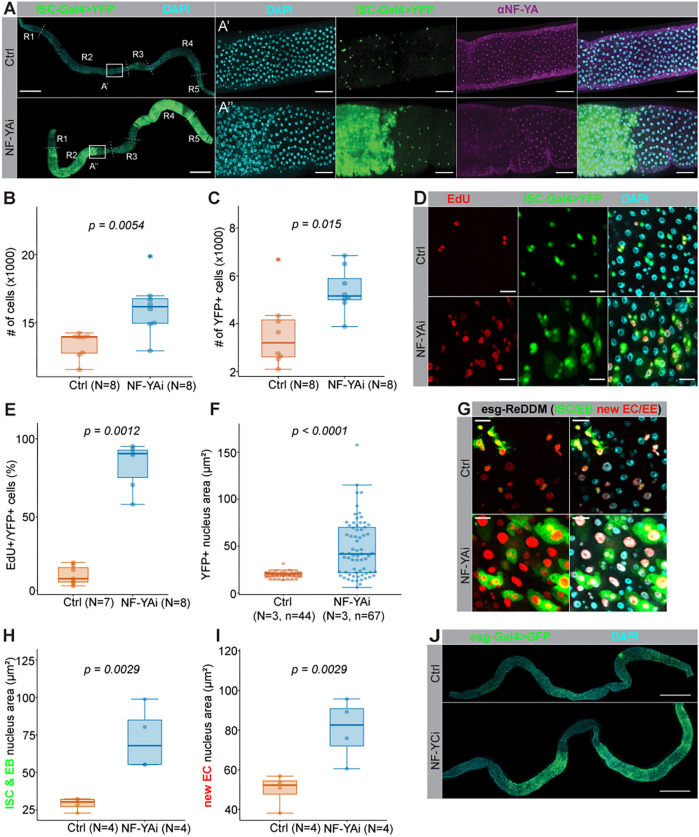
**NF-Y restricts intestinal stem cell proliferation and progenitor growth.** (A) Representative images of esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control female midguts. Scale bars: 500 μm. (A′,A″) The R3-R4 border regions outlined in A stained by using anti-NF-YA antibodies (magenta). Scale bars: 50 μm. Flies were kept at +18°C for 3 days in minimal 2% sucrose media, shifted to a permissive temperature (+29°C) for 3 days to induce RNAi, and then kept on a holidic diet for an additional 7 days. (B,C) Quantification of midgut total cell numbers (B) and YFP-positive cells (C) from the experiment depicted in A. (D) Representative images of esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi and control female midguts stained with EdU. Scale bars: 20 μm. Images are of the R4b region after 3 days on a holidic diet followed by a 16 h pulse on a holidic diet supplemented with EdU. (E,F) Quantification of the number of EdU-positive intestinal stem cells (ISCs) (E) and the nuclear area of YFP-positive cells (F) from the experiment depicted in D. (G) Representative images of the esg-Reddm NF-YA RNAi and control female flies from the R4b region after tracing for 7 days on a holidic diet. Scale bars: 20 μm. ISCs and enteroblasts (EBs) are in green; newly formed enterocytes (ECs) and enteroendocrine (EE) cells (small nuclei) are in red. (H,I) Quantification of nuclear area of ISCs and EBs (H), and newly formed ECs (large nuclei RFP^+^ cells) (I) from the experiment depicted in G. (J) Representative images of esg-GAL4^ts^>NF-YC RNAi and control female midguts. Scale bars: 500 μm. *P*-values were obtained using the Wilcoxon rank-sum test. Box plots show the median (line), interquartile range (box) and Tukey-style whiskers.

NF-YA localizes to the nucleus of ISCs, as well as in the polyploid enterocytes (ECs) (Fig. 1A and Fig. S1C). Thus, we asked whether NF-YA regulates ISCs cell-autonomously or through non-cell-autonomous effects from the EB/EC population. To this end, we used the Su(H)-Gal4 and Myo1A-Gal4 drivers to knock down NF-YA in the EBs and ECs, respectively. Knocking down NF-YA in the EB/EC population did not lead to noticeable expansion of the progenitor cell pool (Fig. S1D,E). Interestingly, NF-YA knockdown in ISCs led to a broad size distribution of YFP-positive cells, compared with the uniformly small cell sizes in control animals (Fig. 1F). As a surrogate for cell size, we measured the maximum nuclear cross-sectional area, which we have previously shown to correlate with cell size in the adult midgut (Mattila et al., 2024). In control animals, ISC-Gal4-driven YFP expression is restricted to diploid ISCs by the EB-specific expression of Gal80 (Su(H)-Gal80). However, following NF-YA loss, many YFP-positive cells enlarge, suggesting rapid growth and retention of the YFP signal. To determine whether these cells are progenitors or mature progeny, we first stained midguts with antibodies against HRP, a known progenitor marker of the *Drosophila* midgut (O'Brien et al., 2011). Interestingly, many of the enlarged YFP-positive cells are also anti-HRP-positive, suggesting that, despite their large size, some of the NF-YA LOF cells remain as undifferentiated progenitors (Fig. S1F). To further explore the effect of NF-YA loss on ISC differentiation, we used antibodies against Prospero or Pdm1 to identify mature enteroendocrine (EE) cells or ECs, respectively. We observed many YFP-positive cells expressing Prospero or Pdm1 markers, suggesting that NF-YA is not required in ISCs for differentiation (Fig. S1G,H).

To ask whether the enlarged progenitors also produce larger progeny, we employed the esg-ReDDM (repressible dual differential stability cell marker) lineage-tracing method to distinguish between esg-expressing progenitors and fully matured progeny (Antonello et al., 2015). The esg-ReDDM utilizes the differing stabilities of the short-lived membrane-targeted GFP, which acts as a precise temporal marker of esg-Gal4 activity, and the long-lived histone 2B-tagged RFP, enabling tracking of newly differentiated progeny. Our analysis shows that NF-YA knockdown by the esg-gal4 driver results in a significant increase in progenitor and progeny size compared with controls (Fig. 1G-I). Thus, based on our findings, we conclude that NF-YA functions in ISCs to inhibit progenitor growth and progeny size.

NF-YA is the sequence-binding motif of the conserved heterotrimeric Nuclear Factor Y (NF-Y) transcription factor, which forms a functional trimer with the NF-YB and NF-YC subunits (Li et al., 2018). To confirm that the NF-YA LOF phenotype in ISCs results from the disruption of the NF-Y complex, we knocked down NF-YC using esg-Gal4-driven RNAi. Indeed, knockdowns of NF-YA and NF-YC produced identical, region-specific phenotypes, confirming that disruption of the functional NF-Y trimer underlies these phenotypes (Fig. 1J). In conclusion, our results show that NF-Y has a cell-autonomous role in restricting ISC proliferation and progenitor growth in a region-specific manner.

### NF-Y regulates epithelial growth in a nutrient-dependent manner

The increase in midgut cell number and cell size upon NF-Y disruption in ISCs suggests an expansion of tissue size. However, measuring midgut region lengths in animals with ISC-Gal4-driven NF-YA RNAi revealed no significant differences compared with controls (Fig. 2A). We then asked how the midgut epithelial structure is altered by the increase in cell number and cell size in these animals. Interestingly, the apico-basal epithelial structure in the midguts of NF-YA knockdown animals showed dramatic cellular multilayering when compared with the single-layer organization in control midguts (Fig. 2B). In addition, knockdown of NF-YA resulted in cellular delamination from the epithelium into the lumen (Fig. 2B). Thus, the excess oversized cells in the ISC-Gal4-driven NF-YA knockdown are multilayering and delaminating from the epithelium. The phenotype became more severe with age, resulting in a strikingly narrowed gut lumen (Fig. 2B). To test the physiological relevance of the distorted epithelial structure, we monitored the lifespan of flies with NF-YA knockdown driven by the ISC-Gal4 driver. Indeed, these animals showed a significantly shorter lifespan than controls (Fig. 2C). Thus, NF-Y is important for maintaining optimal epithelial size, and its disruption can reduce animal survival. While searching for physiological conditions that modulate the NF-YA LOF phenotype, we found that epithelial thickening was strongest at undiluted holidic diet (nutrient rich; Piper et al., 2014) and diminished with lower dietary nutrient concentrations (Fig. 2D). Notably, at 10% holidic diet (nutrient poor), the epithelial thickening, increase in proliferation and cell growth upon NF-YA loss of function were completely abolished (Fig. 2D-H), indicating that nutrients are necessary for the NF-YA loss-of-function phenotype. Because the NF-YA loss-of-function phenotype depended on nutrient availability, we next tested whether NF-Y is nutrient regulated. Using ectopic NF-YA with a C-terminal GFP tag as a reporter (Kudron et al., 2018), we found that NF-YA protein levels were upregulated under fed conditions in small-nucleus cells compared with starved controls (Fig. S2A,B). This upregulation supports the causal link between nutrient availability, NF-YA expression and nutrient-induced growth. Together, our results show that NF-Y inhibits ISC activation and epithelial growth in response to increased nutrient intake.

**Fig. 2.**
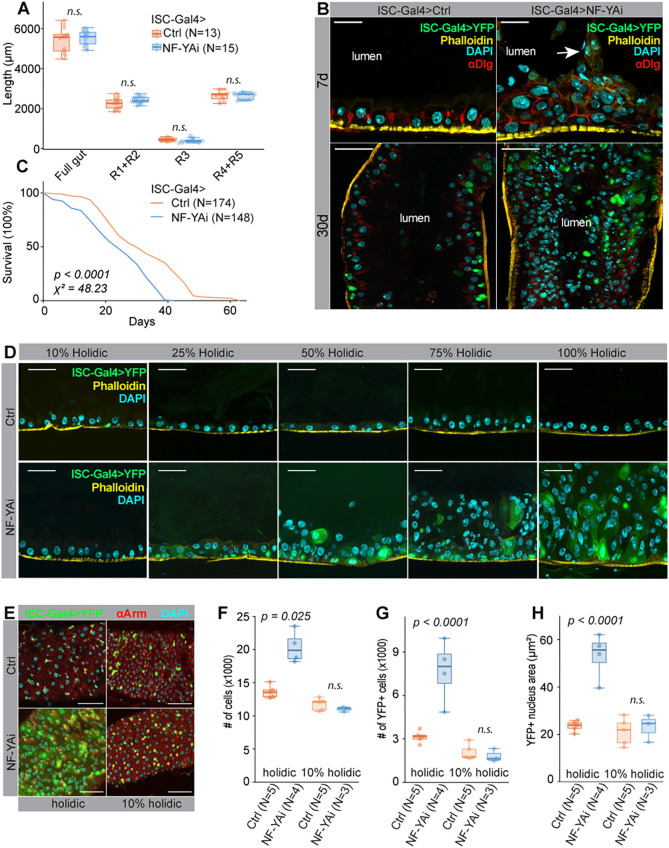
**NF-Y regulates nutrient-adaptive epithelial growth.** (A) Quantification of esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control midgut region lengths. (B) Representative images of esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control midgut cross-sections from the R4b region immunostained using anti-Dlg antibodies (septate junctions) and phalloidin (F-actin). Flies were kept for 7 days (young) or 30 days (old) on a holidic diet at +29°C. Scale bars: 20 μm (young); 50 μm (old). An arrow indicates a group of cells delaminating from the epithelium. (C) Quantification of esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control virgin female survival at +29°C. (D) Representative R4b midgut cross-sections stained with phalloidin from esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and from control flies fed holidic food at concentrations of 10%, 25%, 50%, 75% and 100%. Scale bars: 20 μm. (E) Representative images of esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control midguts from the R4b region from flies kept either on a full holidic diet or on a 10% holidic diet and immunostained using anti-Armadillo antibodies. Scale bars: 50 μm. (F-H) Quantification of total cell numbers (F), YFP^+^ cell numbers (G) and YFP^+^ nuclear area (H) from the experiment depicted in E. Results in A were tested for significance using a two-way ANOVA followed by Tukey's test. *P*-value and chi-squared value in C were obtained using the Log-rank (Mantel-Cox) test. The *P*-value in F was obtained by using a Welch ANOVA followed by the Games-Howell test. *P*-values in G and H were obtained using a two-way ANOVA followed by Tukey's test. Box plots show median (line), interquartile range (box) and Tukey-style whiskers.

### NF-Y regulates mitochondrial biogenesis and lipid storage in ISCs

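Intestinal stem cells (ISCs) of female flies were profiled by mRNA sequencing in 3 control samples and 3 samples with NF-YA RNAi. The sample labels give the control genotype as Oregon R, a strain other than the RNAi line. The RNAi was driven by ISC-Gal4, the paper's short name for a temperature-sensitive esg-Gal4 driver combined with Su(H)GBE-Gal80, which keeps the driver off in enteroblasts, the progenitors of enterocytes. The control libraries are numbered 1, 2 and 3 and the NF-YA RNAi libraries 2, 4 and 5, as in Table S1. According to the methods, the flies were kept for 3 days on a holidic diet, a chemically defined food, at the temperature that induces RNAi. The sample labels instead give 3 days at the lower temperature, 3 days at the inducing temperature and 3 further days on holidic food. The midguts were dissociated, YFP-positive cells were sorted, and their RNA was sequenced as paired-end reads of 75 bp. The authors trimmed the reads with Trim Galore (version 0.6.10), aligned them with STAR (version 2.7.11b) to the FlyBase genome and estimated with Salmon (version 1.10.3) how many fragments came from each transcript. They deposited these estimated counts, without normalization, for 34989 transcripts in each library, together with a table of DESeq2 results for 8470 genes (the authors' deposited table). The estimated counts summed to 111255638, 98240298 and 122269943 in control libraries 1, 2 and 3. In NF-YA RNAi libraries 2, 4 and 5 they summed to 114031953, 118463169 and 77092609. Here, the estimates were summed over the transcripts of each of 17609 genes, rounded to whole counts and normalized for library size by edgeR's TMM method. The 9084 genes that passed edgeR's filter on low counts were compared between the groups with edgeR's quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called upregulated or downregulated in NF-YA RNAi. Expression is given as CPM, counts scaled to a common library size after normalization, as mean ± SD over the 3 libraries of a group. A count of 3, taken as the floor for genes without counts, corresponds to between 0.0245 and 0.0377 CPM in these libraries, and covers counting error only. No pair of libraries differed by less than the sampling noise (chi-square per degree of freedom at least 78.13), so none was taken for a library deposited again. The 6 libraries are counted as separate samples because the labels give them as such. The first principal component of log2 CPM held 46.5% of the variance, with the control libraries from -62.37 to -32.72 and the NF-YA RNAi libraries from 11.79 to 92.77. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot go below p = 0.1, and 10% of genes would have groups that do not overlap by chance. The groups did not overlap for 3269 of the 9084 genes (36.0%). The paper's text does not name whether the strand of the reads was used in the counting, so reads of genes with overlapping transcripts can be shared. Shared bases are given over whole gene spans, with introns. They need not lie in the transcripts to which reads were assigned, which was not tested. Overlaps are named below for some of the genes described, and other described genes overlap a gene as well, such as spz4 (Dlg5, 251 bases) and Prosalpha1 (phr, 17 bases).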

To obtain a global view of the biological processes regulated by NF-Y, we performed mRNA sequencing in NF-YA-deficient ISCs. To restrict our analysis to early regulatory events, we isolated mRNA from ISCs after 3 days of RNA interference induction. At this time, the NF-YA knockdown phenotype is not yet fully penetrant, suggesting that the observed changes in gene expression are directly regulated by NF-Y (Fig. S3A). To isolate ISCs, we used fluorescence-activated cell sorting of YFP-marked ISCs. 

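The sorted libraries were examined with marker genes of the midgut cell types. Lists of at least 5 tested genes were compared between the groups with limma's camera test on log2 CPM, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 21 lists tested. The progenitor marker esg, whose enhancer drives Gal4, had 278 ± 32.1 CPM (SD, n = 3) in control and 181 ± 13.3 CPM (SD, n = 3) in NF-YA RNAi libraries. This is a log2 fold change of -0.62 (standard error 0.11, adjusted p = 0.0070 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 8 progenitor markers had a median log2 fold change of -0.14, with 2 of them higher in NF-YA RNAi (camera, adjusted p = 0.224). Dl and hdc were on this list too, but their symbols were matched to no gene, so they were not tested. Of the 15 enterocyte markers, 13 were lower and 7 were called downregulated, with a median log2 fold change of -2.07 (camera, adjusted p = 0.000156). This median ran from -2.87 (without NF-YA RNAi library 2) to -1.42 (without control library 1) with a library left out. The number called downregulated was then 1 without control library 1, 2 without NF-YA RNAi library 4 or 5, 4 and 6 without control libraries 2 and 3 and 11 without NF-YA RNAi library 2. The exceptions were nub, with a log2 fold change of 0.54, and Mal-A5, with 3.43. The amylase gene Amy-p, whose reads Salmon may have split with its paralog Amy-d, had 1635, 621 and 555 CPM in the control libraries. In the NF-YA RNAi libraries it had 329, 101 and 46.9 CPM. All 10 enteroendocrine markers were lower and 4 were called downregulated, with a median of -0.86 (camera, adjusted p = 0.000139); between 3 and 6 (without control library 3) were called with a library left out. Visceral muscle markers, all 10 of them lower, had a median of -1.79 that did not pass the threshold (camera, adjusted p = 0.0517) and lay between -2.61 (without NF-YA RNAi library 2) and -0.39 (without control library 1) with a library left out. The 5 neuron markers had a median of -0.62 (camera, adjusted p = 0.0664). With a library left out, this list passed the threshold only without NF-YA RNAi library 5 (camera, adjusted p = 0.016). Fewer than 5 genes were tested for hemocytes (3 of 5, median -2.17) and the fat body (4 of 5, median 0.17), so no list test was run for them. Among the 3 hemocyte markers, Sr-CI was higher (1.58) and Hml (-3.90) and Ppn (-2.17) were lower. Under limma's fry test, the enterocyte and enteroendocrine lists did not pass the threshold (adjusted p = 0.0719 and 0.0638).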

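The knockdown target was examined first. Nf-YA (FBgn0035993) lies on chromosome arm 3L of the BDGP6.54 annotation from 9440056 to 9442267, inside the gene Bet3 on the same strand, with which it shares 2212 bases. Bet3 itself had 14.6 CPM in control and 14.2 CPM in NF-YA RNAi libraries. Nf-YA mRNA had 16, 19.6 and 23.5 CPM in the control libraries and 3.57, 4.91 and 4.29 CPM in the NF-YA RNAi libraries. Its mean fell from 19.7 ± 3.77 CPM (SD, n = 3) to 4.25 ± 0.671 CPM (SD, n = 3), so that 21.6% of the control level was left. The log2 fold change was -2.21 (standard error 0.20, adjusted p = 0.00019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -2.34 and -2.06 with each library left out in turn. The other NF-Y subunits were not called different. Nf-YB (FBgn0032816) had 2.9 ± 0.431 CPM in control and 2.9 ± 0.821 CPM in NF-YA RNAi libraries (SD, n = 3 each). Nf-YC (FBgn0029905) had 66.3 ± 10.6 CPM in control and 52.8 ± 8.15 CPM in NF-YA RNAi libraries (SD, n = 3 each), a log2 fold change of -0.33 (adjusted p = 0.180 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

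**Figure D1:**
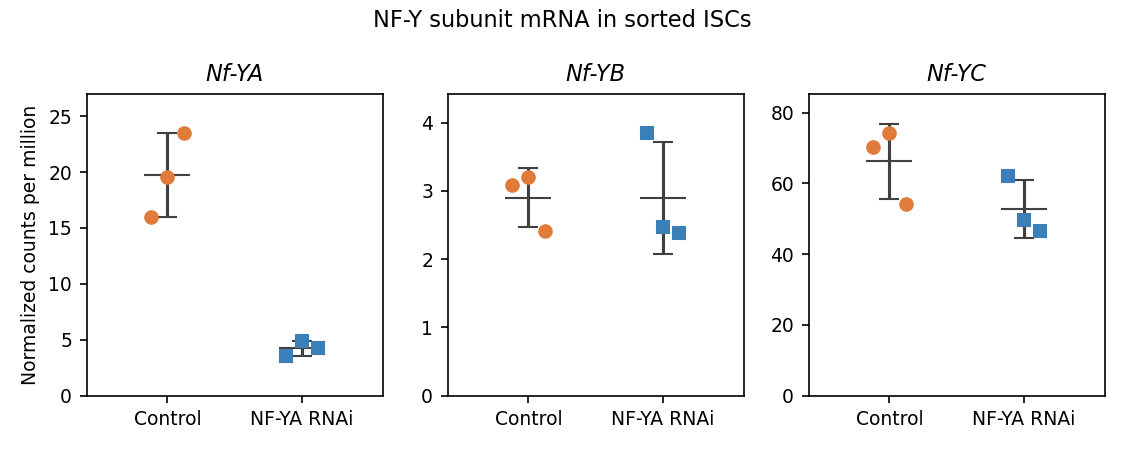
Normalized CPM of Nf-YA, Nf-YB and Nf-YC (vertical axes, each from 0) in the control libraries (circles) and NF-YA RNAi libraries (squares). Horizontal lines show the mean and whiskers the SD of 3 libraries; the 3 NF-YA RNAi libraries have between 3.57 and 4.91 CPM of Nf-YA and the control libraries between 16 and 23.5.

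Of the 9084 genes tested, 568 were called upregulated and 731 downregulated in NF-YA RNAi. Of these 1299 genes, 1294 had groups of libraries that did not overlap. With a log2 fold change beyond 1 as well, 102 genes were upregulated and 230 downregulated. Upregulated genes made up 43.7% of the calls, and 59.3% with scaling by library size only. The counts of calls fell with a library left out: without NF-YA RNAi library 5, 191 genes were called upregulated and 340 downregulated. Part of such a fall comes from the lower power of a smaller fit. Which library was left out also mattered, with 510 calls without NF-YA RNAi library 4 and 1256 without NF-YA RNAi library 2. No gene called with all libraries had the other sign in these fits. The counts moved most, to 22 upregulated and 20 downregulated, in a fit chosen after seeing the data. That fit had the mean level of the enterocyte markers in each library as a covariate. The authors' deposited table lists 850 genes as up and 989 as down. All 555 genes called upregulated here that it contains are up there, and 692 of the 698 genes called downregulated here are down there. Another 46 genes called here are absent from the authors' deposited table. Across genes, which are not independent replicates, the log2 fold changes of both had a Pearson r of 0.841. The authors' log2 fold changes may be shrunk toward 0, and those here are not. This can affect r and ranks by log2 fold change. Among the 731 genes called downregulated here, Nf-YA ranked 81 by log2 fold change and 18 by p. By log2 fold change it ranked 43 of 693 among those with at least 10 counts in every library, and 155 of 1051 with DESeq2. In the authors' deposited table it ranks 19 of 989 by log2 fold change and 13 by adjusted p.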

From the dataset, we performed differential gene expression (DEG) analysis and identified 850 upregulated and 989 downregulated genes, including NF-YA among the ten most downregulated genes (Fig. 3A and Table S1). Gene set enrichment analysis (GSEA) revealed that the most affected biological processes are mitochondrial translation and transcription, and the cell cycle (Fig. S3B). Indeed, the expression of several key cell cycle drivers, such as cyclin B, cyclin E, cdk1 and PCNA, was significantly upregulated upon NF-YA loss of function in ISCs (Fig. S3C-F). 

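Enrichment against annotation databases was not analysed here. Gene lists fixed by symbol were compared with limma's camera test, as for the cell type markers. The 38 DNA replication genes tested had a median log2 fold change of 0.50, with 37 higher in NF-YA RNAi and 13 called upregulated (camera, adjusted p = 7.76e-11). The 32 mitosis genes had a median of 0.36, with 29 higher and 9 called upregulated (camera, adjusted p = 7.31e-07). Of the 73 mitochondrial ribosomal protein genes, 67 were higher and 12 were called upregulated, with a median of 0.33 (camera, adjusted p = 6.18e-10). The 8 mitochondrial translation factors had a median of 0.25, with 7 of them higher and 1 called upregulated (camera, adjusted p = 0.0255). This list did not pass the threshold without NF-YA RNAi library 4 (camera, adjusted p = 0.057). In contrast, 74 of the 82 cytoplasmic ribosomal protein genes were lower and 16 were called downregulated, with a median of -0.16 (camera, adjusted p = 3.65e-06). Fewer genes of these lists were called in most fits that left out a library. For DNA replication the lowest number was 5 (without NF-YA RNAi library 5), for mitosis 5 (without control library 1 or NF-YA RNAi library 4 or 5) and for mitochondrial ribosomal proteins 2 (without control library 1 or 2 or NF-YA RNAi library 4 or 5). Cytoplasmic ribosomal protein genes called downregulated numbered 3 without control library 1, 1 without NF-YA RNAi library 4 and 25 without NF-YA RNAi library 2. Without NF-YA RNAi library 5 there were 0, with 20 lower at an unadjusted p under 0.05. With scaling by library size only, 5 of the 82 were called downregulated and 18 were higher. Their median was then -0.077 (camera, adjusted p = 0.000344). The tests of these 4 lists passed the threshold in all 6 fits that left out a library. The proteasome list is described with the closing observations. Adjusted over the list alone, 22 DNA replication genes, 10 mitosis genes and 17 mitochondrial ribosomal protein genes were upregulated and 25 cytoplasmic ribosomal protein genes downregulated. In all, 15 of the 21 lists passed the threshold, 10 upward and 5 downward. Under fry, 11 lists passed, of which 10 had passed with camera. Those lost were enterocyte, enteroendocrine, respiratory complex I, respiratory complexes II to IV and the TCA cycle, and the list of mTORC1 positive regulators was gained. With the inter-gene correlation estimated from the 6 libraries, 0 lists passed, 1 list had an unadjusted p under 0.05 and the smallest adjusted p was 0.287 (camera).

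**Figure D2:**
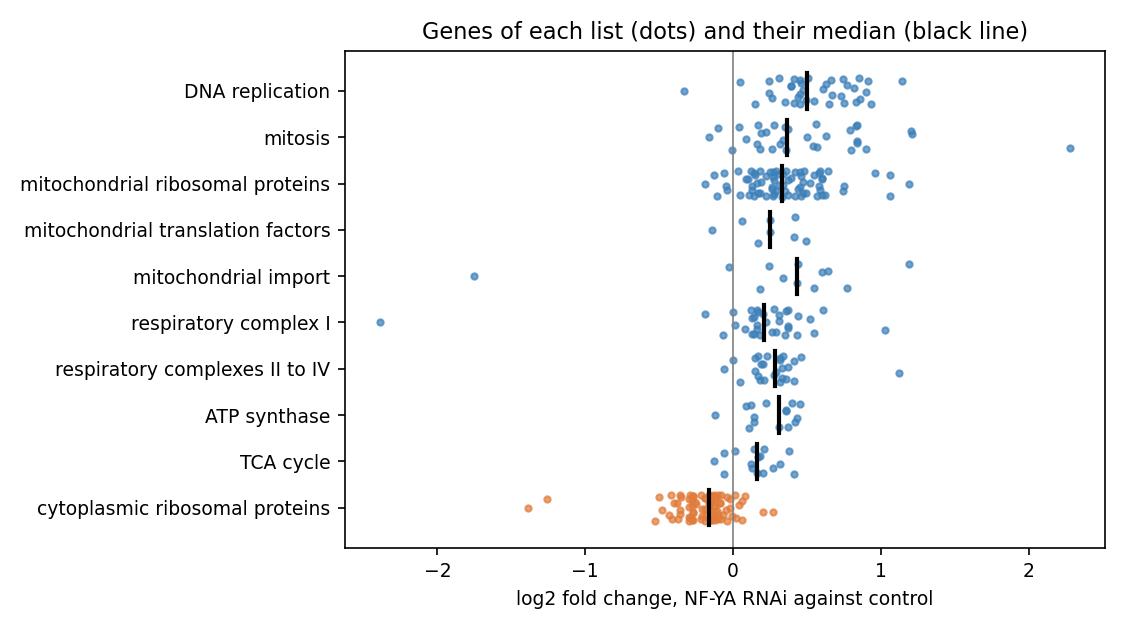
Log2 fold change of NF-YA RNAi against control (horizontal axis) for every tested gene of 10 gene lists, a dot per gene, with the median of each list as a black line. Lists with a median above 0 are in blue and cytoplasmic ribosomal proteins, with a median of -0.16, in orange; the highest median is that of DNA replication, at 0.50.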

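All 4 genes had higher normalized counts in every NF-YA RNAi library than in every control library, and 3 of them were called upregulated. CycB (FBgn0000405), on arm 2R from 22803521 to 22806948, had 21.1 ± 2.87 CPM in control and 39.5 ± 7.97 CPM in NF-YA RNAi libraries (SD, n = 3 each). Its log2 fold change was 0.90 (standard error 0.17, adjusted p = 0.0090 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed past the threshold with each library left out. CycE (FBgn0010382), on arm 2L from 15727581 to 15748150, had 7.96 ± 0.929 CPM in control and 16.4 ± 5 CPM in NF-YA RNAi libraries (SD, n = 3 each). The change of 1.04 on the log2 scale (standard error 0.22, adjusted p = 0.014, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not pass the threshold without control library 1 (0.057). PCNA (FBgn0005655), on arm 2R from 20261754 to 20262883, had 42.3 ± 9.29 CPM in control and 66.4 ± 6.58 CPM in NF-YA RNAi libraries (SD, n = 3 each). It had a log2 fold change of 0.65 (standard error 0.16, adjusted p = 0.027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed the threshold in 2 of the 6 fits that left out a library. Those that lost it left out control library 1 or NF-YA RNAi library 2, 4 or 5. Cdk1 (FBgn0004106), on arm 2L from 10384739 to 10386262, was the least abundant, at 1.62 ± 0.249 CPM in control and 3.73 ± 1.54 CPM in NF-YA RNAi libraries (SD, n = 3 each). It had the largest log2 fold change of the 4, 1.20, with the largest standard error, 0.38, and was not called (adjusted p = 0.063 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 in place of edgeR called it upregulated (adjusted p = 0.020), within a range of 0.020 to 0.287 over the 16 alternatives planned. Adjusted over the list alone, all 4 passed the threshold, which is not independent evidence, since the study chose these genes on the same libraries. Across all alternatives, the number called moved most, to 0, with the enterocyte level as a covariate, chosen after seeing the data.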

The elevated transcription of those genes is consistent with the hyperproliferation of ISCs resulting from NF-Y disruption. In addition, the expression of several components of the inner (Tim proteins) and outer (Tom proteins) membrane translocase complexes of the mitochondrion was significantly upregulated in NF-YA loss-of-function ISCs, including Tom20, Tom70, Tim14 and Tim17b (Fig. 3B-E). These data suggest an increased number or volume of mitochondria in NF-YA loss-of-function ISCs. 

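All 4 genes had positive log2 fold changes, and 2 were called upregulated. Tom70 (FBgn0032397), on arm 2L from 12035984 to 12038511, had 33.9 ± 1.43 CPM in control and 49.6 ± 4.55 CPM in NF-YA RNAi libraries (SD, n = 3 each). Tom70 had a log2 fold change of 0.55 (standard error 0.11, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of the 6 fits that left out a library, the fit without NF-YA RNAi library 4 lost the call. Tim14 (FBgn0036173), which the authors' table lists as CG7394, lies on arm 3L from 11561996 to 11564312 and shares 238 bases with Mob2 on the other strand. It rose from 17.8 ± 3.07 CPM to 30.2 ± 2.14 CPM (SD, n = 3 each), a log2 fold change of 0.76 (standard error 0.15, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tom20 (FBgn0036928), on arm 3L from 20000644 to 20002446, shares 43 bases with Gabat on the other strand. It had 145 ± 8.74 CPM in control and 172 ± 0.762 CPM in NF-YA RNAi libraries (SD, n = 3 each), and the groups did not overlap. The log2 fold change of 0.24 (standard error 0.09) did not pass the threshold (adjusted p = 0.098 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tim17b (FBgn0263977), on arm 3R from 3734855 to 3745306, had 14.3 ± 3.64 CPM in control and 22.4 ± 5.22 CPM in NF-YA RNAi libraries (SD, n = 3 each), with overlapping groups. The log2 fold change was 0.64 (standard error 0.22, adjusted p = 0.082 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called both, at adjusted p = 0.044 for Tom20 and 0.022 for Tim17b. Over the alternatives, the adjusted p of Tom20 ranged from 0.034 to 0.379 and that of Tim17b from 0.022 to 0.257. Adjusted over the list alone, all 4 genes, which the study picked on these libraries, passed the threshold. Of the 12 tested genes of a mitochondrial import list, which includes Tom20, Tom70 and Tim17b but not Tim14, 10 were higher and 4 were called upregulated, with a median log2 fold change of 0.44 (camera, adjusted p = 0.00159). Besides Tom70, these were Tom40 (0.43), Tom7 (0.60) and Tim9b (1.19). Without control library 1 or NF-YA RNAi library 5, 1 of the 12 was called, and without NF-YA RNAi library 4, 0 were called, with 5 higher at an unadjusted p under 0.05.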

In line with this, several genes involved in mitochondrial metabolism, including those in the TCA cycle and oxidative phosphorylation, were also significantly upregulated by NF-Y disruption (Fig. S3G). 

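Of the 24 genes shown in Fig. S3G, 23 had higher mean normalized counts in NF-YA RNAi, with log2 fold changes from 0.27 to 1.12, and 13 were called upregulated. The groups of libraries did not overlap for 18 of the 24. DESeq2 in place of edgeR called 21 of them upregulated, and the authors' deposited table lists 23 as up and 1 as down. The TCA cycle gene Mdh2 (FBgn0262559), on arm 3R from 18226396 to 18228718, had 921 ± 52.2 CPM in control and 1223 ± 84.1 CPM in NF-YA RNAi libraries (SD, n = 3 each). Its change was 0.41 on the log2 scale (standard error 0.09, adjusted p = 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyt-c-p (FBgn0284248), on arm 2L from 16719932 to 16722644, nearly doubled, from 317 ± 66.7 CPM to 613 ± 72.8 CPM (SD, n = 3 each). For this gene, the log2 fold change of 0.95 (standard error 0.15, adjusted p = 0.0043, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) passed the threshold with each library left out. The largest change was that of ox (FBgn0011227), at 1.12, from 7.06 ± 1.5 CPM to 15.4 ± 4.37 CPM (SD, n = 3 each), a gene that shares 41 bases with mRpL18 on the other strand. The exception was Mdh1 (FBgn0262782), which fell from 216 ± 5.6 CPM to 181 ± 7.46 CPM (SD, n = 3 each). For Mdh1, the log2 fold change of -0.25 did not pass the threshold (adjusted p = 0.081 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Most of these changes were small, and only Cyt-c-p kept its call in all 6 fits that left out a library. Gene lists fixed by symbol gave medians of 0.17 for 16 TCA cycle genes, 0.21 for 34 genes of respiratory complex I, 0.28 for 26 genes of complexes II to IV and 0.31 for 15 ATP synthase genes. Their adjusted p-values were 0.00399, 1.24e-05, 3.65e-06 and 0.000119 (camera), in the same order. In these lists, 3, 4, 5 and 5 genes were called upregulated. Without NF-YA RNAi library 4 the numbers were 0 in each list, with 3, 6, 8 and 6 genes higher at an unadjusted p under 0.05. They were also 0 in each list without NF-YA RNAi library 5, with 3, 9, 8 and 8 at an unadjusted p under 0.05. Without control library 1 or 2 they were at most 1. The medians without NF-YA RNAi library 4 were 0.199, 0.210, 0.225 and 0.262, in the same order. Fits with a library left out have less power, so a lost call does not by itself mean a smaller change.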

Finally, the expression of genes promoting lipid droplet formation, such as *seipin* and *schlank*, as well as the transcription factor *sugarbabe*, which regulates genes involved in *de novo* lipogenesis (Mattila et al., 2015), was upregulated upon NF-YA loss of function in ISCs (Fig. S3H-J). 

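All 3 genes had higher normalized counts in every NF-YA RNAi library than in every control library, and 2 were called upregulated. Seipin (FBgn0040336), on the X chromosome from 2619799 to 2622140, had 6.75 ± 0.0365 CPM in control and 16.5 ± 3.1 CPM in NF-YA RNAi libraries (SD, n = 3 each). Its change on the log2 scale was 1.29 (standard error 0.17, adjusted p = 0.0019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 1.19 and 1.43 with each library left out. The ceramide synthase gene schlank (FBgn0040918), on the X chromosome from 6257668 to 6267228, shares 951 bases with Josd on the other strand. It had 60.3 ± 4.48 CPM in control and 99.5 ± 13.5 CPM in NF-YA RNAi libraries (SD, n = 3 each), a log2 fold change of 0.72 (standard error 0.12, adjusted p = 0.0054 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene of the transcription factor Sugarbabe, sug (FBgn0033782), on arm 2R from 12924567 to 12930644, shares 98 bases with CG13319 on the same strand. It had 4.57, 5.49 and 4.19 CPM in the control libraries and 10.8, 5.63 and 7.8 CPM in the NF-YA RNAi libraries. A log2 fold change of 0.77 (standard error 0.25) did not pass the threshold (adjusted p = 0.075 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while DESeq2 called it upregulated (adjusted p = 0.041). Over the alternatives, its adjusted p ranged from 0.041 to 0.296. Adjusted over the list alone, all 3 passed, as genes that the study chose on these libraries.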

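A wider list of 16 genes of lipid synthesis and lipid droplets, which holds Seipin, schlank and sug, went both ways. Of these genes, 2 were called upregulated and 6 downregulated, and the median log2 fold change was -0.46 (camera, adjusted p = 0.0431). The fatty acid synthase gene FASN1 had 904 ± 61.2 CPM in control and 524 ± 45.5 CPM in NF-YA RNAi libraries (SD, n = 3 each), a log2 fold change of -0.79 (adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SREBP, which encodes a transcription factor of lipid synthesis, fell from 572 ± 49.8 CPM to 264 ± 14.9 CPM (SD, n = 3 each), a log2 fold change of -1.12 (adjusted p = 0.00018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other genes called downregulated were ACC (-0.78), ATPCL (-0.87), Lpin (-0.72) and the lipase gene bmm (-1.19). This list did not pass the threshold without NF-YA RNAi library 2 or 4 (camera, adjusted p = 0.0535 and 0.0746). Of the 18 genes other than Nf-YA that the paper's text names for this experiment, 13 were called here and 17 with DESeq2. All 18 had the direction the text gives, without a change of sign under any alternative tried.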

In conclusion, NF-Y regulates the expression of genes involved in the cell cycle, mitochondrial metabolism, and lipid synthesis and storage in ISCs.

**Fig. 3.**
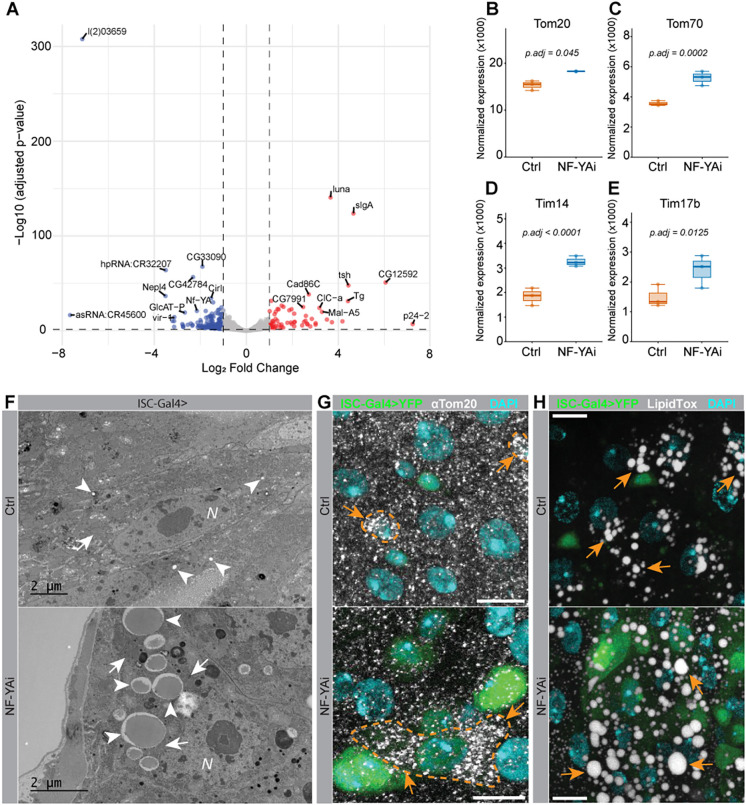
**NF-Y regulates mitochondrial biogenesis and lipid storage.** (A) Volcano plot representing differentially expressed genes between esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control intestinal stem cells (ISCs). Significant changes (*P*<0.05 and log2 fold changes>±1) are shown in red (upregulated in NF-YA RNAi) and blue (downregulated in NF-YA RNAi). The 10 most up- and downregulated genes are annotated on the plot. (B-E) Normalized mRNA expressions of Tom20 (B), Tom70 (C), Tim14 (D) and Tim17b (E). (F) Electron micrograph from 30-day-old esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control midguts from the R5 region. Arrows indicate lipid droplets; arrowheads indicate mitochondria. (G) Representative images of 7-day-old esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control midguts from the R4b region immunostained with anti-Tom20 antibodies. Arrows and outlines indicate Tom20-positive puncta. Scale bars: 10 μm. (H) Representative images of 7-day-old esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control midguts from the R4b stained with LipidTox. Arrows indicate lipid droplets. Scale bars: 10 μm. Adjusted *P*-values in A-E were obtained by the DESeq2 package with Benjamini-Hochberg correction. Box plots show median (line), interquartile range (box) and Tukey-style whiskers.

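All 10 genes labelled as upregulated in Fig. 3A were called upregulated here, with log2 fold changes from 2.56 for CG7991 to 8.18 for p24-2. The 10 labelled as downregulated, Nf-YA among them, were called downregulated, from -7.95 for asRNA:CR45600 to -1.55 for Cirl. For all 20, the libraries of the groups did not overlap. The gene luna (FBgn0040765), on arm 2R from 10977956 to 11116378, rose from 6.39 ± 0.306 CPM (SD, n = 3) in control to 77.7 ± 10.5 CPM (SD, n = 3) in NF-YA RNAi libraries. Its log2 fold change was 3.60 (standard error 0.14, adjusted p = 7.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene slgA (FBgn0003423), on the X chromosome from 21374002 to 21385159, had 1.09 ± 0.181 CPM in control and 30.1 ± 2.08 CPM in NF-YA RNAi libraries (SD, n = 3 each). At the other end, CG33090 (FBgn0028916), on arm 2L from 14334158 to 14345795, had 112 ± 4.82 CPM in control and 29.5 ± 1.07 CPM in NF-YA RNAi libraries (SD, n = 3 each). The change was -1.93 on the log2 scale (standard error 0.09, adjusted p = 4.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The labelled gene Cirl had by far more counts, at 2777 ± 437 CPM in control and 947 ± 93.7 CPM in NF-YA RNAi libraries (SD, n = 3 each).
Several labelled genes share bases with another gene. p24-2 lies over 5374 bases of Unc-115b on the same strand, which rose from 52.8 to 365 CPM. CG33090 holds CG15286 over 1841 bases of its strand, which fell from 20.8 to 0.0372 CPM, and CG42784 shares 38654 bases with CG46308. asRNA:CR45600 runs opposite to CG3984 over 1860 bases. For p24-2 and CG12592, the summed estimates did not match the authors' deposited values.
Ranked by log2 fold change, the largest changes here were mostly in genes that had no counts in the libraries of a group, and for these only a bound against the floor of 3 counts is given. Among downregulated genes, spz4 had 10.3 ± 0.914 CPM (SD, n = 3) in control libraries and none in NF-YA RNAi, at least 350-fold lower. CG14275 was at least 106-fold lower, Ada1-1 at least 60-fold and CG17752 at least 50-fold. For ldd the bound was at least 49-fold lower, for Ama 38-fold, for PGRP-SC1a 25-fold and for pHCl-2 23-fold. The bounds of Ama and pHCl-2 rest largely on control library 1. In control libraries 1, 2 and 3, Ama had 2.44, 0.449 and 0.493 CPM and pHCl-2 1.47, 0.387 and 0.192 CPM. CG15247, with 7.05 CPM in control, and CG6912, with 8.45 CPM, had at most 1 and 2 counts in an NF-YA RNAi library. Among upregulated genes, Prosalpha1 had no counts in control libraries and 8.79 ± 1.22 CPM (SD, n = 3) in NF-YA RNAi, at least 312-fold higher. CG46429 was at least 138-fold higher, 7SLRNA:CR32864 at least 104-fold, CG18749 at least 47-fold and CG34109 at least 31-fold. CG46429 lies within Sesn on the same strand, and CG18749 shares 4000 bases with CG33722. The rest of the 10 were p24-2, AttC, sand, CR42653 and Cyp6t3, which had up to 20, 3, 2, 6 and 2 counts in a control library. Only p24-2 of these 20 genes is in the authors' deposited table. Without single libraries, pHCl-2 kept its call in 3 of 6 fits, Cyp6t3 in 2 of 6 and Ama in 5 of 6.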

To directly assess the role of NF-Y role in regulating cellular processes, we examined subcellular structures by transmission electron microscopy (TEM). We analyzed midguts from ISC-Gal4-driven NF-YA RNAi animals at 30 days of age, ensuring that the epithelium had been fully turned over by progenitors derived from NF-Y loss-of-function ISCs. In line with the observed gene expression changes, we observed increased mitochondrial number and size upon NF-Y disruption compared with controls (Fig. 3F). Strikingly, the mitochondria surrounded greatly enlarged lipid droplets (Fig. 3F). To exclude the possibility that the observed cellular changes were specific to old age, we immunostained midguts from 7-day-old animals using antibodies against the mitochondrial import receptor subunit Tom20 and the neutral lipid stain LipidTox. Consistent with the TEM analysis, we observed an increased number of anti-Tom20 immunostained puncta and larger lipid droplets in ISC-Gal4-driven NF-YA RNAi cells compared with wild-type cells (Fig. 3G,H). Taken together, our results show that NF-Y is an essential regulator of mitochondrial biogenesis and lipid storage in ISCs and their progeny.

### NF-Y acts as a metabolic and proliferative brake through inhibiting mTORC1 signaling

To understand how NF-Y regulates ISCs during nutrient adaptation, we identified NF-YA-regulated genes involved in nutrient sensing in our dataset. Indeed, we found several prominent negative regulators of the mTOR complex 1 (mTORC1) among the genes downregulated upon ISC-Gal4-driven NF-YA RNAi, including *PRAS40*, *Sestrin*, *Iml1* and *scylla*/*charybdis* (Fig. 4A). In addition, the expression of transcriptional effectors *REPTOR* and *REPTOR-BP* was also downregulated in these cells (Fig. 4A). 

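Among the 5 genes named here, 4 were called downregulated, and all 5 had negative log2 fold changes. Sestrin (Sesn, FBgn0034897), on arm 2R from 23713900 to 23734846, had 53.4 ± 8.27 CPM in control and 27.4 ± 2.89 CPM in NF-YA RNAi libraries (SD, n = 3 each). Its log2 fold change was -0.96 (standard error 0.14, adjusted p = 0.0032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the threshold with each library left out. Sesn shares 19284 bases with CG46429 on the same strand, which had no counts in control and 3.9 CPM in NF-YA RNAi libraries. PRAS40 (FBgn0267824), on arm 2R from 14481187 to 14497312, had 39.6 ± 5.78 CPM in control and 27.8 ± 1.13 CPM in NF-YA RNAi libraries (SD, n = 3 each). The log2 fold change of -0.51 (standard error 0.13, adjusted p = 0.028, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) passed the threshold in 1 of the 6 fits that left out a library, the fit without control library 3. Iml1 (FBgn0035227), on arm 3L from 1523414 to 1534034, shares 1821 bases with Ir62a on the same strand. It fell from 60.3 ± 4.67 CPM to 42.5 ± 3.32 CPM (SD, n = 3 each), a log2 fold change of -0.51 (standard error 0.11, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the threshold in 2 of those 6 fits. Scylla (scyl, FBgn0041094), on arm 3L from 11252307 to 11256172, had 62.3 ± 8.48 CPM in control and 40 ± 6.49 CPM in NF-YA RNAi libraries (SD, n = 3 each). It had a log2 fold change of -0.64 (standard error 0.15, adjusted p = 0.021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and kept its call in 3 of the 6 fits. Charybdis (chrb, FBgn0036165), on arm 3L from 11487550 to 11499055, had 59.1, 46.5 and 38.8 CPM in the control libraries and 28.4, 35.4 and 41.5 CPM in the NF-YA RNAi libraries. The groups overlapped, and the log2 fold change of -0.46 (standard error 0.18) did not pass the threshold (adjusted p = 0.123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Calls of PRAS40, Iml1 and scyl were lost without control library 1 or without NF-YA RNAi library 4 or 5, and those of PRAS40 and Iml1 also without control library 2. A list of 13 negative regulators and effectors repressed by mTORC1, of which the study picked 7 on these libraries, had a median of -0.46 (camera, adjusted p = 0.00124). The 6 others went from -0.15 for gig to 0.05 for Nprl3, and none of them was called. With a library left out, the median of the 13 lay between -0.52 (without control library 3) and -0.28 (without control library 1). Thor, which encodes 4E-BP, had 584 ± 61.3 CPM in control and 564 ± 24.6 CPM in NF-YA RNAi libraries (SD, n = 3 each). With the level of enterocyte markers as a covariate, chosen after seeing the data, none of the 7 genes passed the threshold, and their median moved from -0.59 to -0.46. From the lower expression of these genes and the binding of NF-Y subunits in published ChIP-Seq data, which were not analysed here, the paper proposes that NF-Y inhibits mTORC1 signaling in ISCs by raising the expression of its negative regulators.

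**Figure D3:**
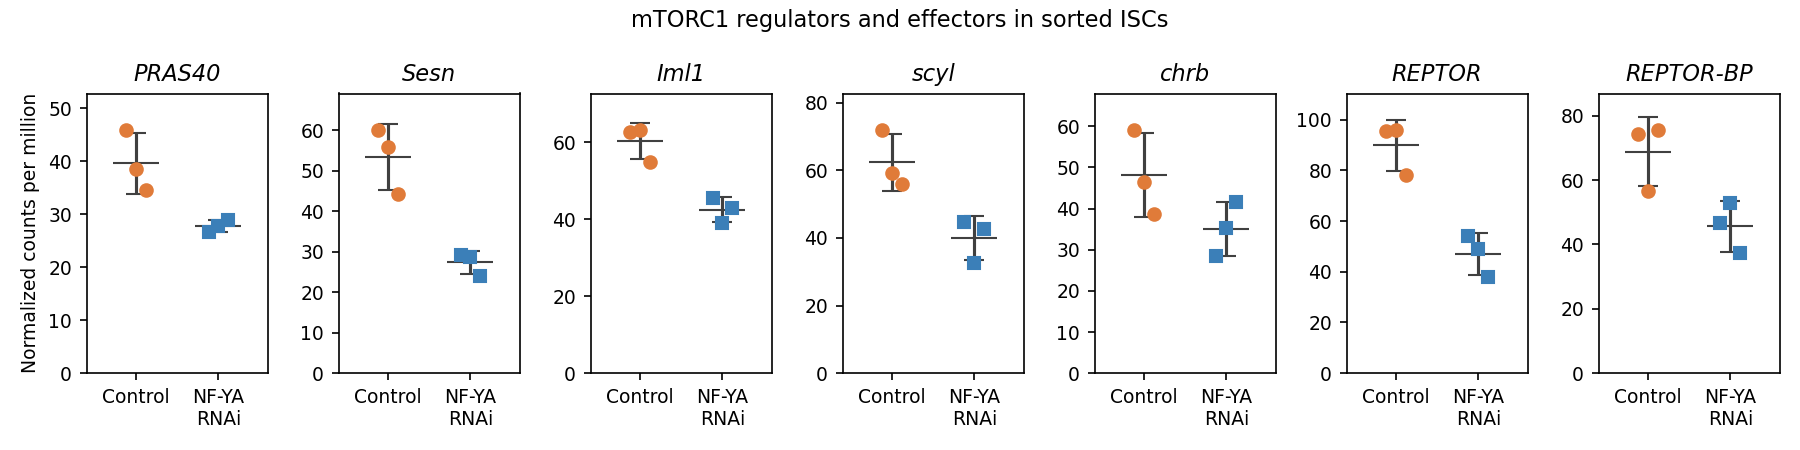
Normalized CPM (vertical axes, each from 0) of PRAS40, Sesn, Iml1, scyl, chrb, REPTOR and REPTOR-BP in control (circles) and NF-YA RNAi libraries (squares), with the mean (horizontal line) and SD (whiskers) of 3 libraries. The groups are separated for 6 of the 7 genes and overlap for chrb, whose NF-YA RNAi libraries reach 41.5 CPM and whose control libraries start at 38.8.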

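REPTOR (FBgn0039209), on arm 3R from 24557368 to 24582864, had 89.8 ± 10.2 CPM in control and 47 ± 8.23 CPM in NF-YA RNAi libraries (SD, n = 3 each). The log2 fold change was -0.93 (standard error 0.15, adjusted p = 0.0040 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between -1.05 and -0.78 and past the threshold with each library left out. REPTOR-BP (FBgn0032202), on arm 2L from 10264125 to 10265229, fell from 68.9 ± 10.5 CPM to 45.7 ± 7.83 CPM (SD, n = 3 each). Its log2 fold change of -0.59 (standard error 0.16, adjusted p = 0.033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) passed the threshold in 2 of the 6 fits that left out a library. It was lost without control library 1 or 3, without NF-YA RNAi library 2 or 5, and with scaling by library size only. Of the 14 positive regulators of mTORC1 that were tested, 9 were lower and 1, Pdk1 (-0.54), was called downregulated. Tor itself was on the list, but its symbol was matched to no gene, so it was not tested. The median of this list was -0.09 (camera, adjusted p = 0.303), while fry passed it (adjusted p = 0.00857).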

Attenuation of Reptor is needed for the activation of the mTORC1-mediated transcriptional response (Tiebe et al., 2015). To determine whether these genes are directly regulated by the NF-Y transcription factor, we used the ModENCODE chromatin immunoprecipitation sequencing (ChIP-Seq) data (The modENCODE Consortium et al., 2010). Interestingly, the components of the NF-Y trimer showed identical binding to the gene regions of *Sestrin*, *PRAS40*, *scylla*/*charybdis* and *REPTOR* (Fig. 4B and Fig. S4A-C). These results suggest that NF-Y inhibits mTORC1 signaling in ISCs by increasing expression of genes involved in its negative-feedback regulation. To test this hypothesis, we stained midguts with antibodies against the phosphorylated form of the mTORC1 target initiation factor 4E-binding protein (p4EBP). Indeed, we observed very high p4EBP levels in the NF-YA LOF progenitors, indicating elevated mTORC1 activity relative to controls (Fig. 4C). To test whether the elevated mTORC1 activity is sufficient to drive the NF-YA loss of function-induced ISC proliferation and cell size increase, we inhibited mTORC1 through rapamycin feeding or genetically by knocking down the Regulatory-Associated protein of mTOR (Raptor) (Kim et al., 2002). Strikingly, we found that both rapamycin feeding and ISC-Gal4-driven knockdown of Raptor rescued the NF-YA loss of function-induced proliferation and cellular growth in ISCs (Fig. 4C-F and Fig. S4). In addition, knockdown of Raptor efficiently suppressed the epithelial thickening, increase in mitochondrial abundance, lipid droplet accumulation and epithelial disruption upon NF-YA loss of function (Fig. 4H,I and Fig. S5A-D). Taken together, our results show that NF-Y is an essential inhibitor of mTORC1 signaling in ISCs, thereby preventing overproliferation, progenitor growth and epithelial disruption during nutrient-adaptive midgut growth.

**Fig. 4.**
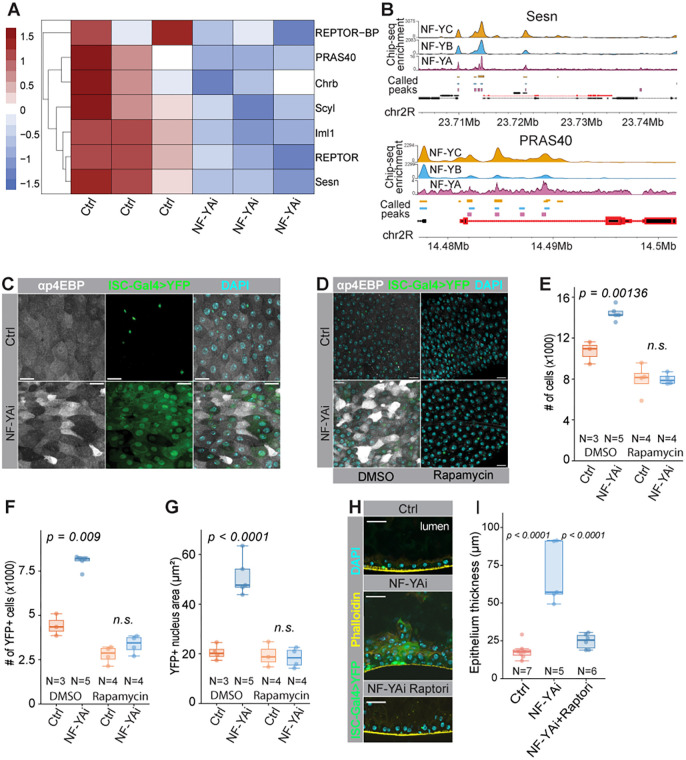
**NF-Y regulates proliferation and cell growth via mTORC1.** Heatmap of differentially expressed genes involved in the mTORC1 signaling pathway (GO database) from the mRNA sequencing experiment depicted in Fig. 3A. (B) Called peaks and track coverage of NF-YA, NF-YB and NF-YC ChIP-Seq on Sesn and PRAS40 loci (highlighted in red). The coverage track for the NF-YA subunit represents the fold change over control; coverage tracks for NF-YB and NF-YC represent control-normalized signals. (C) Representative images of esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control female midguts from the R4b region immunostained with α-p4EBP antibodies. Flies were kept at +29°C for 4 days. Scale bars: 20 μm. (D) Representative images of esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK) and control female midguts from the R4b region kept on a holidic diet supplemented with either DMSO (control conditions) or 200 μM rapamycin. Scale bars: 20 μm. (E-G) Quantification of total cell numbers (E), YFP+ cell numbers (F) and YFP^+^ nuclear area (G) from the experiment depicted in D. (H) Representative cross-section images of esg-Gal4^ts^, Su(H)GBE-Gal80>NF-YA RNAi (KK), Raptor RNAi+NF-YA RNAi combination and control midgut from the R4b region; phalloidin stains F-actin. Scale bars: 20 μm. (I) Quantification of epithelium thickness from a cross-section from the experiment depicted in H. *P*-values for E and F were obtained by two-way ANOVA followed by Tukey's test. *P*-value in G was obtained by Welch analysis of variance (ANOVA) followed by the Games-Howell test. *P*-values in I were obtained by one-way ANOVA followed by Tukey's test. Box plots show median (line), interquartile range (box) and Tukey-style whiskers.

## DISCUSSION

Our study elucidates a previously unreported and unexpected role for NF-Y in *Drosophila* ISCs. NF-Y limits ISC proliferation and enterocyte size, reducing intestinal epithelial growth. Mechanistically, NF-Y regulates genes involved in the cell cycle, mitochondrial metabolism, lipid biosynthesis and mTORC1 signaling. Thus, NF-Y acts as a metabolic brake, protecting the intestinal epithelium from excessive growth during adaptation to increased nutrient intake.

NF-Y is a highly conserved trimeric eukaryotic transcription factor. It consists of the DNA-binding NF-YA and the regulatory subunits NF-YB and NF-YC. NF-Y plays key roles in many cell types and cellular processes. These range from early zygotic development to metabolism, the cell cycle and apoptosis (Li et al., 2018). Our results show that NF-Y has dual functions in ISCs. First, it restricts ISC proliferation by regulating the expression of key cell cycle regulators. Second, it reduces progenitor growth and the size of mature enterocytes. Interestingly, NF-YA knockdown in enteroblasts – the progenitors of enterocytes – did not increase cell growth in our conditions. This implies that the growth-restricting function of NF-Y in progenitors occurs already in ISCs. How does NF-Y mediate its function in ISCs to restrict progenitor growth and progeny size? A possible mechanism is through chromatin remodeling in ISCs. NF-Y interacts with co-repressors and co-activators in a cell- and context-specific manner, serving as a platform for chromatin remodeling proteins and integrating chromatin structure with transcriptional regulation (Oldfield et al., 2014). For example, NF-Y has previously been shown to regulate the chromatin landscape during early zygotic development. Depletion of maternally derived NF-YA in a mouse 2-cell embryo led to loss of open chromatin at promoter sites and developmental arrest (Lu et al., 2016). Future work is needed to resolve the exact role of NF-Y in chromatin remodeling in *Drosophila* ISCs. For example, identifying the binding partners of NF-Y in this setting could clarify how NF-Y regulates progenitor growth.

Beyond its role in early zygotic development, NF-Y has been implicated in regulating glucose and fatty acid metabolism in various cell types, including pancreatic β-cells, cardiomyocytes, hepatocytes and adipocytes (Cui et al., 2023; Liu et al., 2021; Lu et al., 2015; Zhang et al., 2018). In *Drosophila* ISCs, NF-Y represses mitochondrial metabolism and lipid accumulation by regulating gene expression involved in these processes. In addition, NF-Y restricts mTORC1 activity by regulating the expression of several pathway components. Regulation of mTORC1 signaling is a pivotal cellular mechanism for adjusting growth and anabolic metabolism to prevailing nutrient and energy availability (He et al., 2025). The finding that inhibiting mTORC1 activity in ISCs completely rescued the NF-Y loss-of-function phenotype suggests that the metabolic role of NF-Y is largely mediated by mTORC1. Thus, it would be interesting to know whether the same is true in other cellular contexts.

According to available mRNA sequencing data, NF-Y components are ubiquitously expressed across all midgut regions (Buchon et al., 2013). Yet our results show that NF-Y functions in the *Drosophila* midgut in a highly region-specific manner. NF-Y loss did not produce a noticeable phenotype in the R3 region, also known as the acidic copper cell region. R3 is populated by gastric stem cells (GSSCs), which are quiescent under homeostatic conditions but can be induced to proliferate by stress (Wang et al., 2014). However, little is known about how GSSCs sense and respond to nutritional inputs. For example, GSSCs exhibit lower mTORC1 activation in response to nutrients than ISCs in posterior regions, which could explain why these stem cells do not respond to NF-Y loss (Mattila et al., 2024). Future studies should address the region-specific role of NF-Y in regulating intestinal growth.

In ISCs, mTORC1 signaling primes the stem cells to differentiate toward the absorptive lineage, which, during differentiation, undergoes a massive increase in cellular size (Mattila et al., 2024; Quan et al., 2013). Constitutive activation of the mTORC1 pathway in ISCs, through loss of function of the tuberous sclerosis complex 1/2, leads to overgrowth, cell cycle arrest and a gradual loss of ISCs, possibly through delamination (Kapuria et al., 2012; Quan et al., 2013). Simultaneous activation of a pro-proliferative signal, such as a Notch loss-of-function condition, relieves the cell cycle arrest imposed by hyperactive mTORC1 in ISCs and leads to massive epithelial overgrowth (Kapuria et al., 2012; Quan et al., 2013). Thus, it is probable that NF-Y, in addition to regulating mTORC1 activity, also controls the activity of a pro-proliferative signal in ISCs. Future studies are needed to identify the full scope of NF-Y-regulated pathway activities in ISCs.

### Study limitations

Although our findings identify NF-Y as a key regulator of nutrient-adaptive epithelial growth, several questions remain unresolved. First, while our RNA-seq analysis together with published NF-Y ChIP-Seq datasets support a model in which NF-Y directly regulates multiple negative regulators of mTORC1 signaling, we have not experimentally validated NF-Y occupancy at these loci in ISCs. Therefore, we cannot exclude the possibility that some of the observed transcriptional changes are indirect consequences of NF-Y loss. Second, our data demonstrate that NF-YA protein levels are responsive to nutritional status, but the upstream mechanisms linking nutrient availability to NF-Y activity remain unknown. In particular, whether NF-Y is regulated by canonical nutrient-sensing pathways, such as insulin signaling, or by alternative metabolic inputs remains to be investigated. Finally, the growth-restrictive role of NF-Y described here was most prominent in specific regions of the adult midgut. The basis of this regional specificity remains unclear and may reflect local differences in nutrient sensing, stem cell behavior or metabolic state. Determining how NF-Y activity is integrated with region-specific signaling environments will be an important area for future study.

## MATERIALS AND METHODS

### *Drosophila* stocks and husbandry

Fly stocks used in the study: esg-Gal4, Tub-Gal80^ts^, Su(H)GBE-Gal80, 2xYFP (ISC-Gal4) (Zeng and Hou, 2015), NF-YA RNAi (VDRC 106132, Bloomington 25991), NF-YC RNAi (Bloomington 58234), Raptor-RNAi (Bloomington 31529), NF-YA-GFP (Bloomington 92638), Su(H)-Gal4, UAS-GFP; Tub-Gal80^ts^ (Zeng et al., 2010), MyO1A-Gal4, Tub-Gal80^ts^; UAS-GFP (Jiang et al., 2009) and Esg-ReDDM (Antonello et al., 2015). Fly stocks were maintained at +25°C, on nutritional medium containing agar 0.6% (w/v), malt 6.5% (w/v), semolina 3.2% (w/v), baker's yeast 1.8% (w/v), nipagin 2.4% and propionic acid 0.7%. In all experiments, flies were reared at +18°C and then transferred to +29°C to inhibit temperature-sensitive Gal80, thereby activating the UAS-GAL4 system in the midgut.

### Dietary treatments

Flies were kept on a chemically defined (holidic) diet (Piper et al., 2014), referred to as fed condition. For starvation, flies were kept on medium containing agar 0.6% (w/v), sucrose 2% (w/v), nipagin 2.4%, and propionic acid 0.7%. The pH of the starvation medium was adjusted to match the holidic diet (pH 6.8) using 5 M NaOH, thus excluding pH as a variable. For rapamycin feeding, the holidic diet was supplemented with 200 μM rapamycin (Thermo Scientific Chemicals, CAS #53123-88-9).

### Lifespan assay

Virgin ISC-Gal4>NF-YA RNAi and control female flies were collected and kept at +18°C for 3 days for midgut maturation. The flies were kept at a density of 10 animals per vial, containing holidic diet. The flies were then maintained at 29°C for the remainder of the experiment. The number of dead flies was scored, and the flies were transferred to fresh media every 3 days.

### Immunohistochemistry

The protocol for immunofluorescence staining was adapted from Micchelli (2014). Briefly, intestines were dissected in phosphate-buffered saline (PBS) and fixed in 8% PFA for 2 h. We used 8% PFA instead of the standard 4% to preserve the tissue during the long primary antibody incubation. The fixed tissue was then washed with 0.1% Triton X-100 in PBS and blocked with 1% BSA for 1 h. Subsequently, intestines were stained with primary antibodies at +4°C for 48 h. The primary antibodies used were anti-NF-YA (1:400) (a gift from Hideki Yoshida, Kyoto Institute of Technology, Japan), anti-β-galactosidase (1:400) (MP Biomedicals 0855976-CF), anti-Prospero (1:1000) (Developmental Studies Hybridoma Bank MR1A), anti-Dlg (1:50) (Developmental Studies Hybridoma Bank 4F3), anti-Armadillo (1:20) (Developmental Studies Hybridoma Bank N27A1), anti-p4EBP (1:400) (Cell Signaling 2855), anti-Horseradish Peroxidase HRP (1:200) (Jackson ImmunoResearch Laboratories 2338967), anti-TOM20 1:400 (BD Biosciences 612278), anti-Innexin 2 (1:1000) (a gift from Alexander Borst, Max Planck Institute, Martinsried, Germany) (Ammer et al., 2022), anti-Pdm1 (1:25) (Developmental Studies Hybridoma Bank Nub 2D4) and Phalloidin (1:300) (Invitrogen A12380). Samples were mounted in Vectashield with DAPI (Vector Laboratories).

### EdU feeding and Click-it-assay

EdU (Sigma-Aldrich 95740-26-4) was added to holidic food at a concentration of 0.2 mg/ml. Flies were fed the medium containing EdU for 16 h, then dissected in PBS and fixed for 30 min in 8% PFA. After fixation, samples were washed with 0.1% Triton X-100 in PBS and incubated for 20 min in the click assay cocktail (Baseclick, ClickTech EdU Proliferation Kit for High-throughput Screening). The cocktail solution was removed, and samples were washed in PBS containing 0.1% Triton X-100 for 1 h. Subsequently, samples were mounted in Vectashield with DAPI (Vector Laboratories).

### Lipidtox staining

Midguts were dissected in Shields and Sang M3 medium (Sigma-Aldrich S8398) and fixed in 8% PFA for 30 min. The midguts were washed in PBS and stained with HCS LipidTOX Deep Red Neutral Lipid Stain 1:400 (Invitrogen H34477) in PBS for 30 min. The midguts were washed in PBS and mounted in Vectashield with DAPI (Vector Laboratories).

### Measurement of epithelial thickness

To quantify the multilayering phenotype, cross-sections of the R4b midgut region were imaged with the Aurox Clarity spinning-disk confocal microscope. Epithelial thickness was measured in ImageJ by manually drawing a perpendicular line, stretching from the inner boundary of the visceral muscle layer to the apical brush border of ECs. Line placement was based on the F-actin signal (phalloidin), which labels both the visceral muscle and the apical brush border of cells, with DAPI and ISC-Gal4-driven GFP (in NF-YA RNAi case) used as additional landmarks to distinguish the basal and apical epithelial boundaries. The length of each line was recorded as epithelial thickness (μm). The epithelium thickness per midgut corresponds to the average of nearly 15 measurements.

### Microscopy and image processing

Fixed and immunostained midguts were mounted between a microscope slide and a coverslip using 0.12 μm spacers. The samples were imaged using the Aurox Clarity spinning-disk confocal or the Leica SP8 confocal microscope. Images were further processed in ImageJ and segmented using Stardist as previously described (Viitanen et al., 2021).

### Transmission electron microscopy

Midguts were dissected in PBS and fixed in 1% glutaraldehyde, 2% PFA, 2 mM CaCl2 and 100 mM cacodylate buffer (pH 7.5) for 1 h. After dehydration, the samples were embedded in Epon resin. Samples were imaged on a Jeol JEM-1400 transmission electron microscope.

### FACS and RNA sequencing

The protocols for FACS and RNA sequencing were adapted from Dutta et al. (2013). Three independent samples from the control and NF-YA RNAi lines, driven by the ISC-Gal4 driver, were processed in parallel. Female flies were kept on holidic diet for 3 days at +29°C, and then the intestines were dissected and processed into cell lysates. After dissociation, cells were filtered through a 40 μm filter and FACS-isolated based on YFP signal. RNA was extracted using the ArcturusTM PicoPureTM RNA isolation Kit (Thermo Fisher Scientific 3032689). RNA concentration and quality were assessed using Agilent Bioanalyzer, followed by sequencing on the AVITI High Output (two-end reads, length 75 bp) platform. Raw RNA-seq data were processed using nf-core/rnaseq pipeline (v 3.18.0) (Ewels et al., 2020). Reads were trimmed using Trim Galore (v 0.6.10) and subsequently aligned with STAR (v 2.7.11b) to the *D. melanogaster* reference genome (FlyBase r6.62). Salmon (v 1.10.3) was used to obtain transcript-level counts. All processing steps were orchestrated with Nextflow (v 24.10.3) and executed within Singularity containers (v 3.18.0). Heatmaps were generated with tidyheatmaps (v 0.2.1) (https://jbengler.github.io/tidyheatmaps/authors.html#citation). The raw and processed sequencing data have been deposited in GEO under accession number GSE317617. To identify significantly enriched pathways, gene set enrichment analysis (GSEA) included KEGG, WikiPathways, Reactome and Gene Ontology (GO) databases, and was executed using the clusterProfiler package (version 4.12.6) (Wu et al., 2021) in R/Bioconductor. Pathways with an adjusted *P*<0.05 with Benjamini–Hochberg correction were considered significantly enriched.

### ChIP-Seq

Browser Extensible Data (BED) files and control-normalized bigWig files of NF-YA (GSE257055), NF-YB (GSE256859), and NF-YC (GSE256684) were obtained and paired with respective input controls (ENCSR177ZME, ENCSR640GRU and ENCSR877IXV) from the ENCODE portal (https://www.encodeproject.org/) (ENCODE Project Consortium, 2012). Peaks and coverage tracks were visualized with karyoploteR (v1.30.0) (Gel and Serra, 2017). Coverage tracks for NF-YB and NF-YC represent control-normalized signal, and the NF-YA coverage track represents the fold change over control. All signal tracks were generated by the ENCODE uniform processing pipeline. Called peaks correspond to optimal IDR-thresholded peak calls from the ENCODE ChIP-Seq processing pipeline, representing genomic regions where ChIP signal significantly exceeds matched input background across replicates.

### Statistical analysis

Statistical analysis was performed using R/Bioconductor and GraphPad Prism. Homogeneity of variances was assessed using Levene's test, and normality was evaluated using the Shapiro–Wilk test. For comparisons between two groups, either an unpaired Student's *t*-test or the Wilcoxon rank-sum test was used, depending on variance homogeneity and data normality. For multiple group comparisons, one-way ANOVA with Tukey's post hoc test was used. For multiple comparisons with two variables (diet), data were analyzed using either two-way ANOVA followed by Tukey's post-hoc test or Welch's ANOVA followed by the Games–Howell post-hoc test. Survival curves were analyzed using the log-rank (Mantel–Cox) test. The exact tests, sample sizes, and P-values for each experiment are provided in the figures and their figure legends.

## Supplementary Material

10.1242/develop.205643_sup1 Supplementary information

Table S1. List of differentially expressed genes in NF-YA-deficient ISCs.

# Supplementary material for: Nuclear Factor Y controls nutrient-adaptive epithelial growth by regulating mTOR in the Drosophila midgut
**Source:** Development. 2026 Jul 13;153(13):dev205643. doi: 10.1242/dev.205643
**Supplement:** Supplementary information

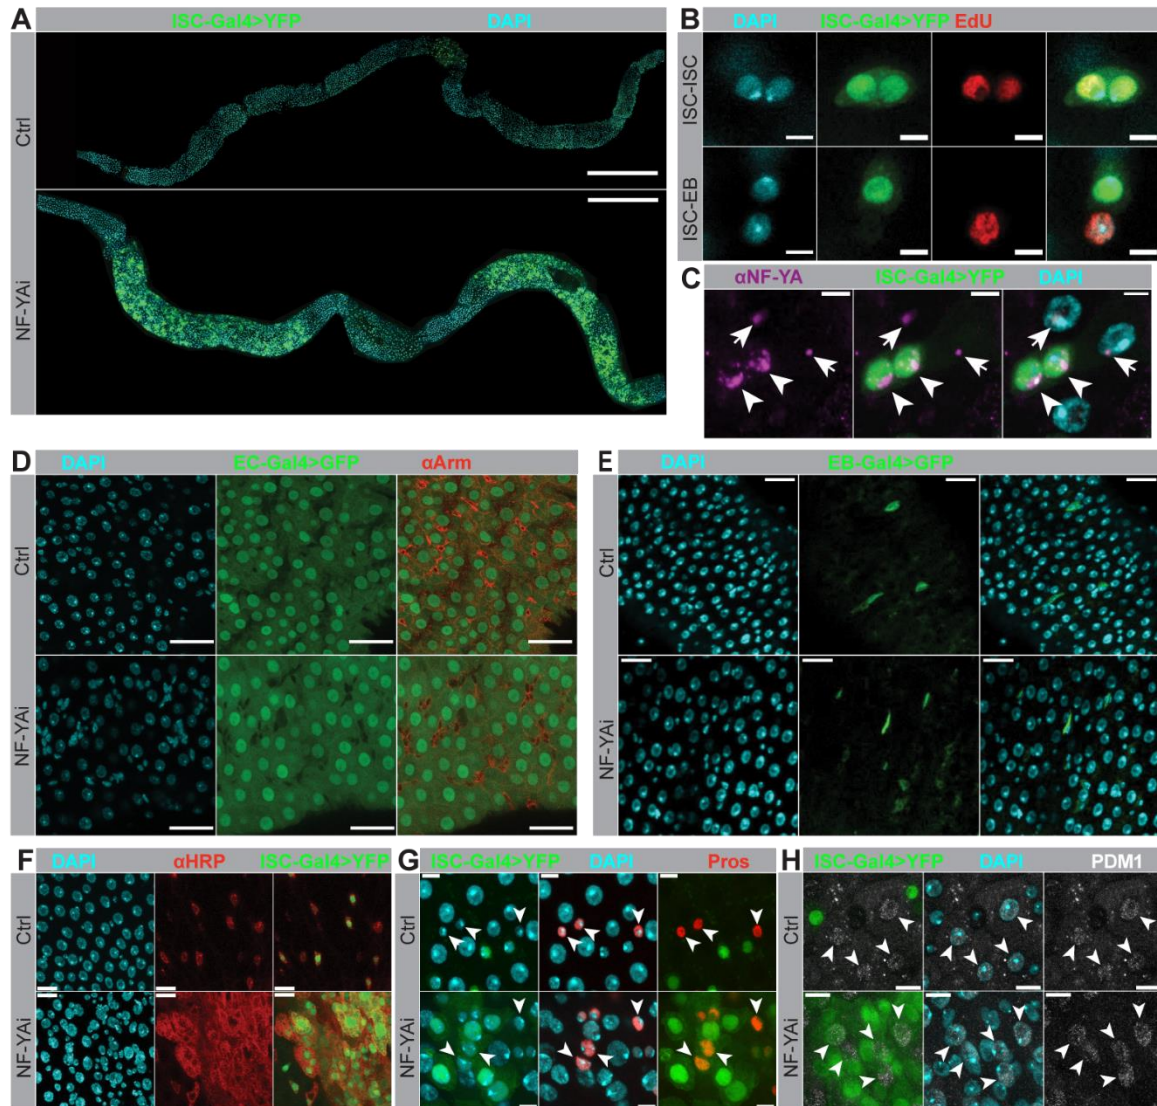

**Fig. S1. Related to the main Figure 1.**

(A) Representative images of *esg-Gal4<sup>ts</sup>*, *Su(H)GBE-Gal80 > NF-YA RNAi* (Trip), and control female midguts. Scale bars: 500  $\mu$ m. (B) Representative images of *esg-Gal4<sup>ts</sup>*, *Su(H)GBE-Gal80 > YFP* ISC-ISC and ISC-EB cell pairs showing EdU incorporated chromatin. Scale bars: 5  $\mu$ m. (C) Representative images of *esg-Gal4<sup>ts</sup>*, *Su(H)GBE-Gal80* midguts immunostained with  $\alpha$ -NF-YA antibodies. Arrowheads point to YFP+ ISCs, and arrows point to ECs. Scale bars: 15  $\mu$ m. (D) Representative images of *Myo1A-Gal4<sup>ts</sup> > NF-YA RNAi* (KK) and control midguts from the R4b region immunostained with  $\alpha$ -Armadillo antibodies. Scale bars: 30  $\mu$ m. (E) Representative images of *Su(H)-Gal4<sup>ts</sup> > NF-YA RNAi* (KK) and control midguts from the R4b region. Scale bars: 20  $\mu$ m. (F) Representative images of *esg-Gal4<sup>ts</sup>*, *Su(H)GBE-Gal80 > NF-YA RNAi* (KK), and control female midguts from the R4b region immunostained with  $\alpha$ -HRP antibodies. Scale bars: 20  $\mu$ m. (G) Representative images of *esg-Gal4<sup>ts</sup>*, *Su(H)GBE-Gal80 > NF-YA RNAi* (KK), and control female midguts from the R4b region immunostained with  $\alpha$ -Prospero antibodies. Arrowheads point to EEs. Scale bars: 15  $\mu$ m. (H) Representative images of *esg-Gal4<sup>ts</sup>*, *Su(H)GBE-Gal80 > NF-YA RNAi* (KK), and control female midguts from the R4b region immunostained with  $\alpha$ -Pdm1 antibodies. Arrowheads point to ECs. Scale bars: 15  $\mu$ m.

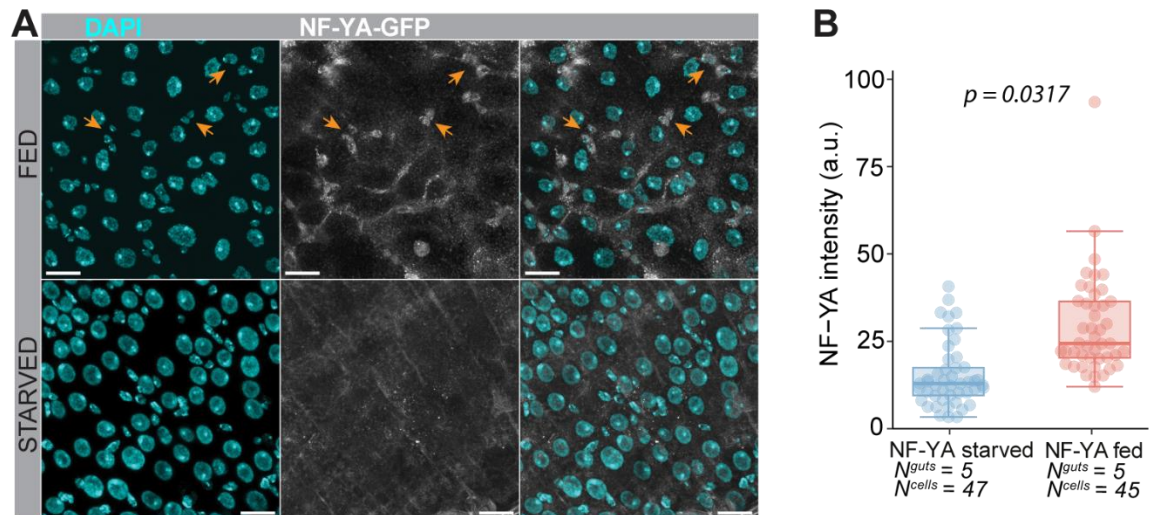

**Fig. S2. Related to the main Figure 2.**

(A) Representative images of NF-YA-GFP localization in fed and starved conditions. Arrows point to small nuclear cells. Scale bars: 15  $\mu$ m. (B) Quantification of the NF-YA-GFP intensity in the nucleus of small nuclear cells from the experiment depicted in A. P-value in B was obtained by the Wilcoxon rank-sum test. Box plots show median, interquartile range, and Tukey-style whiskers.

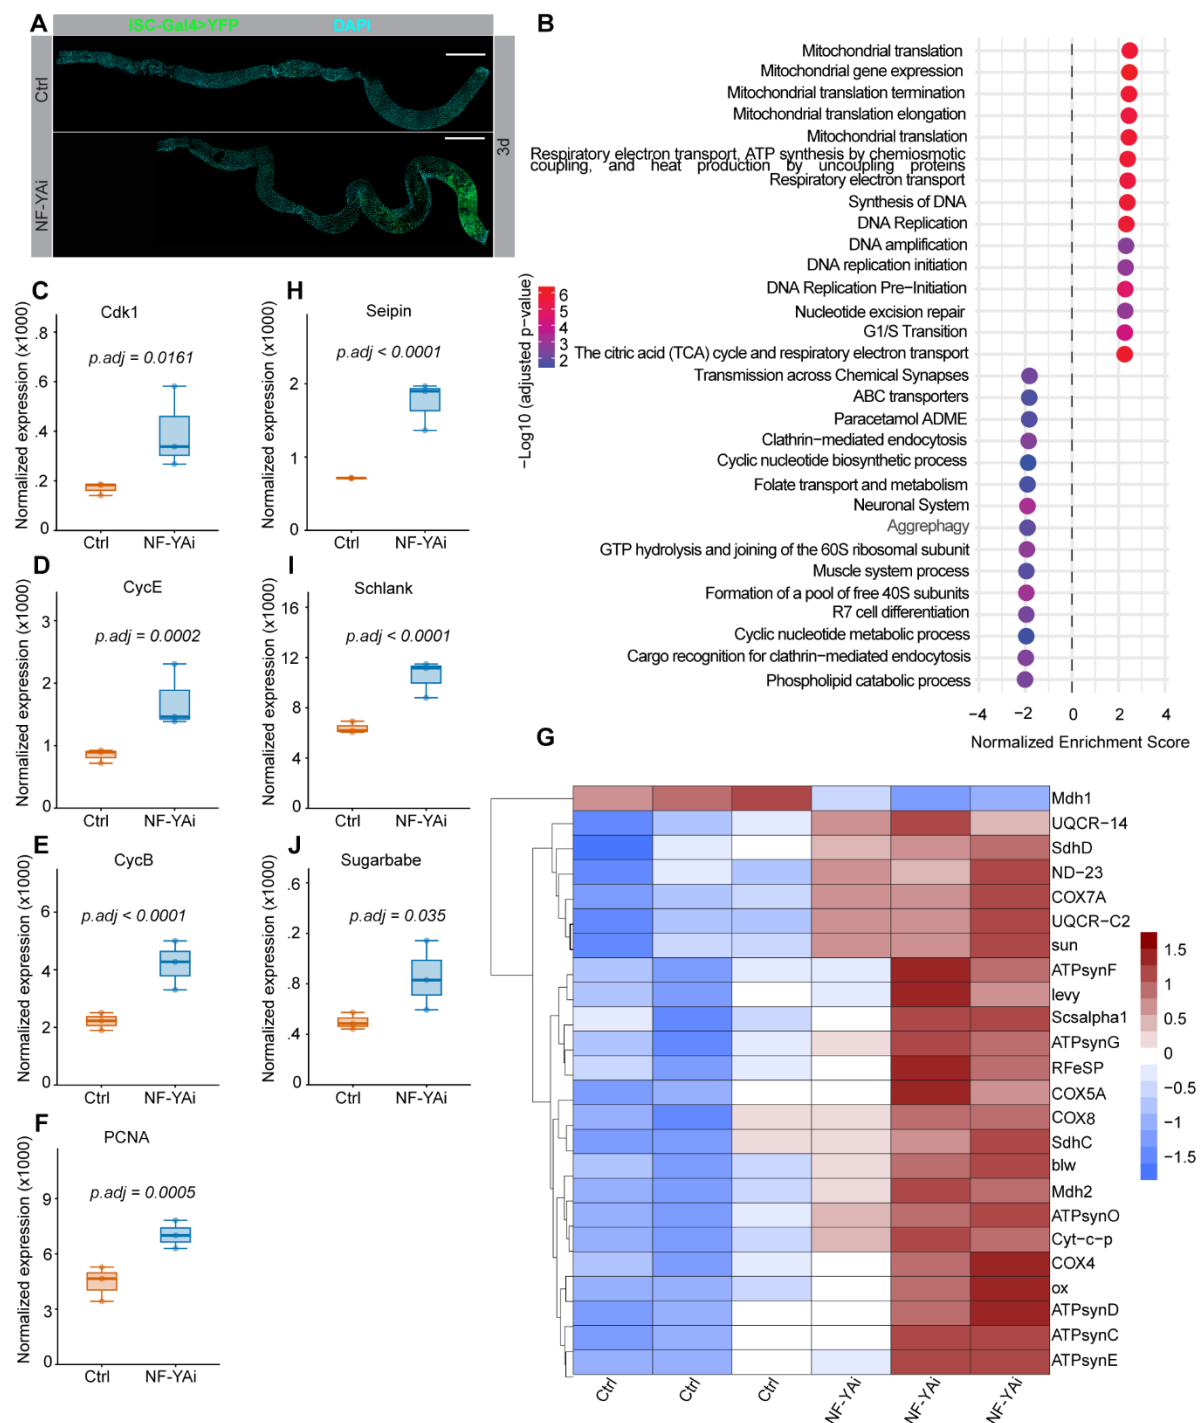

**Fig. S3. Related to the main Figure 3.**

(A) Representative images of esg-Gal4<sup>ts</sup>, Su(H)GBE-Gal80 > NF-YA RNAi (KK), and control female midguts after 3 days at +29°C. Scale bars: 500 μm. (B) Gene-set enrichment analysis (GSEA) from the mRNA sequencing experiment depicted in Figure 3A. The analysis includes gene set annotations from the Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), WikiPathways (WP) and Reactome databases. (C-F) Normalized mRNA expressions of Cdk1 (C), CycE (D), CycB (E), and PCNA (F). (G) Heatmap representing differentially expressed genes of the tricarboxylic acid cycle and the electron transport chain (GO database) from the RNA sequencing experiment depicted in Figure 3A. (H-J) Normalized mRNA expressions of Seipin (H), Schlank (I), and Sugarbabe (J). Box plots show median, interquartile range and Tukey-style whiskers.

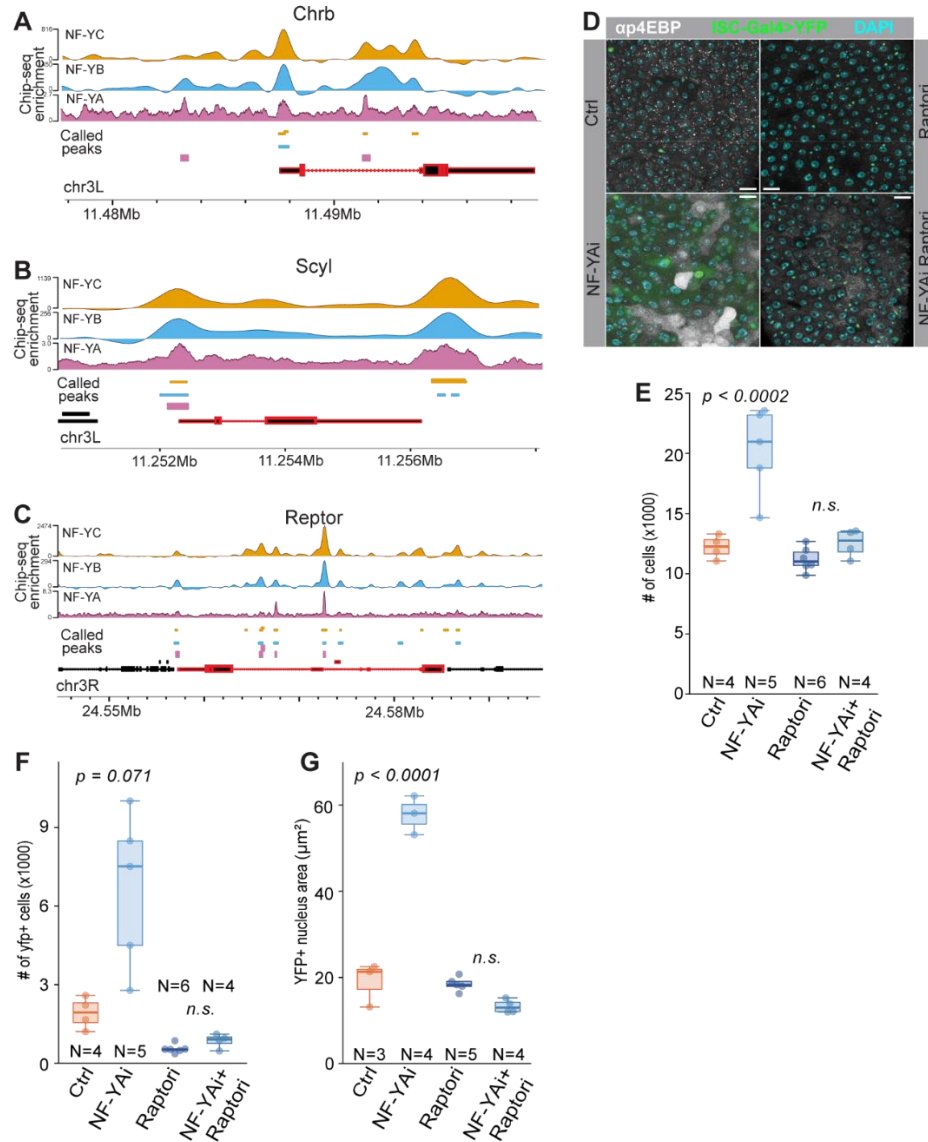

**Fig. S4. Related to the main Figure 4.**

(A-C) Called peaks and track coverage of NF-YC, NF-YB, and NF-YA ChIP-Seq on Chr3 (A), Scyl (B), and Reptor (C). The coverage track for the NF-YA subunit represents the fold change over control; coverage tracks for NF-YB and NF-YC represent control-normalized signals. (D) Representative images of *esg-Gal4<sup>ts</sup>*, *Su(H)GBE-Gal80 > NF-YA RNAi* (KK), *> Raptor RNAi*, *> Raptor RNAi + NF-YA RNAi* combination, and control female midguts from the R4b region immunostained with  $\alpha$ -p4EBP antibodies. Scale bars: 15  $\mu$ m. (E-G) Quantification of total cell numbers (E), YFP+ cell numbers (F), and YFP+ nuclear area (G) from the experiment depicted in (D). P-value in (F) was obtained by Welch analysis of variance (ANOVA) followed by the Games-Howell test. P-values in (E) and (G) were obtained by two-way ANOVA followed by Tukey's test. Box plots show median, interquartile range, and Tukey-style whiskers.

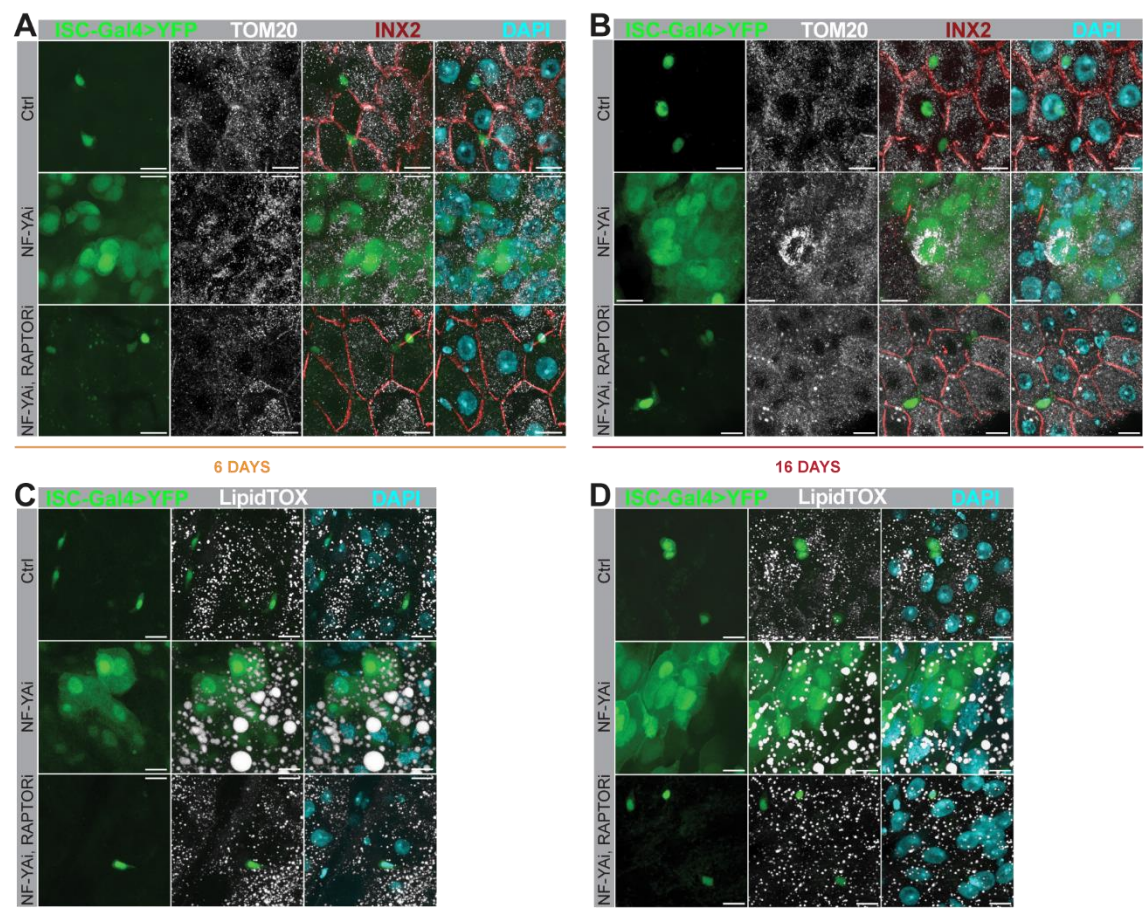

**Fig. S5. Related to the main Figure 4.**

(A, B) Representative images of 6d-old (A) and 16d-old (B) esg-Gal4<sup>ts</sup>, Su(H)GBE-Gal80 > NF-YA RNAi (KK), > Raptor RNAi + NF-YA RNAi combination, and control female midguts from the R4b region immunostained with α-Tom20 and α-Innexin2 antibodies. Innexin2 is absent in the NF-YA knockdown condition, indicating loss of gap junctions and epithelial integrity. Scale bars: 10 μm. (C, D) Representative images of 6d-old (C) and 16d-old esg-Gal4<sup>ts</sup>, Su(H)GBE-Gal80 > NF-YA RNAi (KK), > Raptor RNAi + NF-YA RNAi combination, and control female midguts from the R2b stained with LipidTox. Scale bars: 10 μm.

**Table S1.** List of differentially expressed genes in NF-YA-deficient ISCs.

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205643#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

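The authors deposited, for each of 6 libraries, the estimated counts that Salmon (version 1.10.3) gave for 34989 transcripts, after trimming with Trim Galore (version 0.6.10) and alignment with STAR (version 2.7.11b) in nf-core/rnaseq (version 3.18.0). The TPM values in the same files were computed by Salmon as deposited and were not used for tests. The authors also deposited a table of 8470 genes with log2 fold changes of NF-YA RNAi against control and their standard errors, made with DESeq2. Its p-values and Benjamini-Hochberg adjusted p-values were deposited by the authors from the same DESeq2 test. The signal values of that table are, as deposited, gene counts divided by normalization factors that differ by library and slightly by gene, and are not whole counts. Therefore the transcript estimates were taken as the source of counts. The version of DESeq2, the filter behind the 8470 genes and the strand setting of the counting are not named in the paper's text.

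Transcripts were assigned to genes of the BDGP6.54 annotation (Ensembl release 115) and summed to 17609 genes. Of the transcripts, 44 were in no gene of this annotation. Based on the authors' deposited values, 24 of them were given to 23 genes whose values they complete, a step chosen after seeing the data, which lowered the number of genes that differ by over 0.1% from 198 to 175. Of the genes in the authors' deposited table, 12 had no match. Sums were rounded. Genes were filtered with filterByExpr, normalized with TMM, and compared with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3, prior count 0.125) with Benjamini-Hochberg adjustment. Each of the 6 libraries counted as a replicate. Genes past an adjusted p of 0.05 are called. For genes with no counts in a group, a bound against 3 counts is given in place of a fold change. Gene lists and cell type markers were written by symbol before the data were examined, and lists with at least 5 tested genes were compared with limma's camera (limma 3.58.1, preset correlation 0.01, log2 CPM with a prior count of 2) and adjusted over 21 lists. Alternatives used DESeq2 1.42.0 and apeglm 1.24.0. Genes described by name are those that the paper's text or figures name, the genes of the lists, the 10 largest changes in each direction, tio and tsh, and vn, w and CG46429, which were chosen after the values were seen. Genes that overlap, neighbour or are paralogs of these, and genes of the neighbour test, are named for that reason and were also not chosen beforehand. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. CCAAT boxes near start sites and GC content were not analysed here.

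The pipeline was tested on simulated counts with 200 genes changed. At a log2 change of 1, edgeR recovered 124 of them (62%) with 7 false calls, and DESeq2 recovered 134 (67%) with 42 false calls. At a log2 change of 2, edgeR recovered 166 (83%) with 11 false calls. With the proteasome list raised by 0.3, camera called this list and 0 others. Counts of each gene were drawn independently, so this simulation could not show list calls caused by correlation between genes.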

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

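Of the tests in this part, those for vn, the proteasome genes, the genes with counts in a single group and w were chosen after the result was seen. The paper's text does not describe the gene vn, which encodes a ligand of EGFR. The gene (FBgn0003984, arm 3L, 5813338 to 5845664) had 1.89, 6.43 and 5.74 CPM in the control libraries and 74.8, 67 and 58.3 CPM in the NF-YA RNAi libraries. It rose by a log2 fold change of 3.83 (standard error 0.38, adjusted p = 0.00039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 3.46 and 4.12 with each library left out. A test asked whether RNA from visceral muscle, which lies next to the sorted cells, could account for it. This would raise muscle markers with vn, but 10 of 10 muscle markers tested were lower. Without control replicate 1, which had the highest Mhc (10.8 CPM), 3 of the 10 were higher and their median was -0.39. The highest log2 fold change of a muscle marker with a library left out was 0.85, against at least 3.46 for vn, which argues against muscle RNA as the source. An effect of NF-YA loss and a difference between the strains were not separated by this design. Counts of vn in the same driver line with another NF-YA RNAi transgene would help.

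The gene tio, next to tsh on arm 2L, was raised together with it. tio (FBgn0028979) went from 0.735 ± 0.593 CPM (SD, n = 3) to 18.3 ± 2.91 CPM (SD, n = 3), with a log2 fold change of 4.62 (standard error 0.50, adjusted p = 0.00057 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). tsh, labelled in Fig. 3A, had 4.52. Of 18 genes tested within 200000 bases around them, 3 were called upregulated, with CG3635 (5.06) as the other, and 1 was called downregulated, eEF2 (-0.39). The median of the 18 was -0.03. A transgene landing site lies near tio in a widely used collection of RNAi lines, the KK collection. The NF-YA RNAi line of these libraries is marked as KK in the Fig. 3A legend, so it belongs to this collection. Whether an insertion there raises tio through Gal4 was not tested here. The labels give the control as Oregon R, and a control line with an empty insertion at the same site was not used here.

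The proteasome genes were raised as a class. All 35 tested were higher in NF-YA RNAi and 14 were called upregulated, with a median log2 fold change of 0.30 (camera, adjusted p = 1.48e-10). With a library left out, 31 (without control replicate 1) to 35 were higher and the median stayed between 0.27 and 0.34, but the number called fell to 2 without NF-YA RNAi replicate 5, 3 without NF-YA RNAi replicate 4 and 4 without control replicate 1. Its largest value comes from Prosalpha1, which has no counts in control libraries, while its neighbour Prosalpha1R rose from 110 to 219 CPM, and estimates may pass between such copies. A scaling factor shifts all genes of a library alike, so scaling as the cause would leave the list no higher than the other genes. With library size only, the median of all genes was 0.069 and that of the list 0.38 (camera, adjusted p = 4.32e-10), a difference of 0.31, which argues against scaling. With the inter-gene correlation estimated, the list did not pass the threshold (camera, adjusted p = 0.287). A response to the loss of NF-YA and differences in the sorted cells stay open.

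Some genes had counts in the libraries of a single group. There were 28 genes with at most 3 counts in every library of a group and at least 20 in every library of the other, 7 of them near 0 in control and 21 near 0 in NF-YA RNAi libraries. None of the 28 is in the authors' deposited table (0 genes). A test asked whether such genes go both ways, as variants of a strain would give. They did, with 28 genes in all, but strong regulation in both directions would look alike, so the explanations cannot be told apart. Genome sequence of both strains would help.

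Enterocyte markers fell in NF-YA RNAi libraries, with a median log2 fold change of -2.07 for 15 markers (-2.87 to -1.42 with a library left out). The number called downregulated, 7, was 1 without control replicate 1, 2 without NF-YA RNAi replicate 4 or 5 and 11 without NF-YA RNAi replicate 2. Of these, 11 lay within 1 of the median. The mean log2 CPM of the list was 5.68, 5.02 and 4.81 in control and 4.27, 3.36 and 2.31 in NF-YA RNAi libraries, so its level also varied within groups. A test asked whether RNA from other cells could account for this, by way of another unsorted cell type. The muscle markers moved the same way (-1.79), which is consistent with fewer unsorted cells in the NF-YA RNAi libraries, but this median was -0.39 without control library 1 and -2.61 without NF-YA RNAi library 2. The enteroendocrine (-0.86), neuron (-0.62) and hemocyte (-2.17) medians were also lower, while that of 4 fat body markers was 0.17. The hemocyte marker Sr-CI (1.58) and the enterocyte markers Mal-A5 (3.43) and nub (0.54) went the other way. A lower expression of the enterocyte markers in the sorted cells would look alike, and the explanations cannot be told apart. The purity of the sorted cells was not analysed here.

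The gene w, the eye color marker of many transgenes, had 1232 ± 70.3 CPM (SD, n = 3) in control and 2645 ± 117 CPM (SD, n = 3) in NF-YA RNAi libraries. It overlaps kirre on the other strand over 5868 bases. Its change was 1.10 on the log2 scale (standard error 0.08, adjusted p = 4.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call held with each library left out. A test asked whether w is higher in every NF-YA RNAi library, as a further marker copy on the RNAi transgene would give. It was, by 1.10, but regulation of the copies on the driver transgenes would look alike. The labels give the control as Oregon R, and a difference between the strains in w itself was not tested. The explanations cannot be told apart. Reads that cover the marker would help.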

How the results depend on the processing

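The counts of called genes depended on the test and on single libraries. Against 568 genes called upregulated and 731 downregulated, DESeq2 called 847 and 1051, scaling by library size only 793 and 544, and an adjusted p under 0.01 left 141 and 250. Leaving out a library gave from 191 (without NF-YA RNAi replicate 5) to 511 (without NF-YA RNAi replicate 2) upregulated genes. It gave from 317 (without NF-YA RNAi replicate 4) to 745 (without NF-YA RNAi replicate 2) downregulated genes. Of the 1299 genes called, 1298 were also called by DESeq2, and between 497 and 1028 with a library left out. Fits with a library left out have less power, and no called gene had the other sign in them. DESeq2 with length offsets on the deposited genes, chosen after seeing the data, gave 853 genes called higher, with or without apeglm. The enterocyte level as a covariate, also chosen after seeing the data, left 22 upregulated and 20 downregulated genes. All of these had a log2 fold change beyond 1, against 102 and 230 without the covariate, and 614 genes had an unadjusted p under 0.05. As that level is itself lower in every NF-YA RNAi library, this fit takes part of any RNAi effect away.

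Of the 230 genes called downregulated with a log2 fold change under -1, 116 were left at an adjusted p under 0.01 and 357 were called with DESeq2. From 132 (without control replicate 1) to 297 (without NF-YA RNAi replicate 2) were called with a library left out.

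A replicate block was fitted on the numbers of the sample titles. It called 267 genes upregulated, 1 of the cell cycle genes and 1 of the mitochondrial import genes of the text. The numbers do not pair the samples, as the residuals of the libraries that share a number had correlations of 0.05 and -0.023, so a call lost in this fit is not read as a weaker effect.

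Among the genes that the text names, 3 of the 4 cell cycle genes were called, and from 1 (without control replicate 1) to 3 with a library left out. For mitochondrial import, 2 of 4 were called, 4 with DESeq2, with or without apeglm or length offsets, and from 1 (without NF-YA RNAi replicate 4) to 3 (without control replicate 3) with a library left out. For mTORC1, 6 of 7 were called and from 2 (without control replicate 1) to 5 (without control replicate 3) with a library left out. With the enterocyte level as a covariate, 0 cell cycle, 0 mitochondrial import, 0 lipid and 0 mTORC1 genes of the text were called, and 5 of the 18 had an unadjusted p under 0.05.

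With the inter-gene correlation estimated, 0 lists passed upward and 0 downward, against 10 and 5 at the preset correlation. Visceral muscle markers, at an adjusted p of 0.0517 (camera), passed under RLE normalization (0.0474), with library size only (0.0195), with the replicate block (0.0116) and without control replicate 2 (0.0227), control replicate 3 (0.0197) or NF-YA RNAi replicate 2 (0.0201). They did not pass without control replicate 1 (0.378), NF-YA RNAi replicate 4 (0.057) or NF-YA RNAi replicate 5 (0.107), under fry (0.141) or with the correlation estimated (0.436). Neuron markers, at an adjusted p of 0.0664 (camera), passed without NF-YA RNAi replicate 5 (0.016) and with the replicate block (0.017). Of the chromosome arms, 1 had more large changes than the others at a limit of 2, and 0 at a limit of 1.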

Differences from the paper's values

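Several adjusted p-values are larger here than in the paper's figures, where they were read by eye. For Cdk1 it is 0.063 here and about 0.016 in Fig. S3C, for CycE 0.014 and about 0.0002 in Fig. S3D, and for PCNA 0.027 and about 0.0005 in Fig. S3F (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment here). For Tom20 it is 0.098 here and about 0.045 in Fig. 3B, for Tom70 0.011 and about 0.0002 in Fig. 3C, for Tim17b 0.082 and about 0.013 in Fig. 3E, and for sug 0.075 and about 0.035 in Fig. S3J (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment here). The Fig. 3 legend names DESeq2. Run here on the same counts, DESeq2 gave 0.020 for Cdk1, 0.00016 for CycE, 0.00054 for PCNA, 0.044 for Tom20, 0.00021 for Tom70 and 0.041 for sug, without a difference from the figures by the rule used here. Its value for Tim17b, 0.022, remained larger. The choice of test therefore accounts for most of these differences.

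The log2 fold change of Sesn is -0.96 here and -0.78 in Table S1, of which the first 1492 genes were read. The difference exceeds the standard error of 0.16 given there. It was within that error with apeglm (-0.91), transcript length offsets (-0.88) and library size only (-0.87). The same held without control replicate 1 (-0.86), control replicate 2 (-0.93) or NF-YA RNAi replicate 5 (-0.86). The paper does not name whether its fold changes were shrunk toward 0, as apeglm does, so the measures may be unlike. For Cdk1 the authors' deposited table gives 0.64 (DESeq2, adjusted p = 0.016), against 1.21 with DESeq2 here (adjusted p = 0.020). This points to shrunk values there.

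The paper places Nf-YA among the 10 most strongly downregulated genes. It ranked 81 of 731 by log2 fold change here and 18 by p, 43 of 693 by log2 fold change among genes with at least 10 counts in every library, 155 of 1051 with DESeq2, and 19 of 989 by log2 fold change and 13 by adjusted p in the authors' deposited table.

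Cdk1, Tom20, Tim17b, sug and chrb, which the paper describes as changed, were not called here. DESeq2 called 4 of these, without chrb (adjusted p = 0.054). DESeq2 with length offsets on the genes of the authors' deposited table, chosen after seeing the data, called all 5. The replicate block, whose numbers do not pair the samples, called chrb (edgeR, adjusted p = 0.033, within 0.033 to 0.375 over the alternatives). Cdk1 was also called with at least 10 counts in every library, with robust dispersion and without NF-YA RNAi replicate 2. Tim17b was also called without a filter, without control replicate 3 and without NF-YA RNAi replicate 2, and Tom20 with library size only.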

Other observations

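Of the tests in this part, the count of neighbours that do not overlap, the fit with the enterocyte level as a covariate and the test for CG46429 were chosen after the data were seen. The groups were compared with other splits of the same libraries. Of the 10 ways to split the 6 libraries into 3 and 3, 1, the real one, gave 1299 called genes. The others gave 0, with between 62 and 545 genes at an unadjusted p under 0.05 against 2669. The design allows no smaller share than 1 in 10, so an accidental grouping and a real difference cannot be told apart by this test alone.

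Genes with large changes sat beside each other more often than random genes. Of 133 genes with a log2 fold change beyond 2, 22 had a neighbour among them, against a mean of 3.7 and at most 15 in 1000 random draws (permutation test, p = 0.001, the smallest possible). This was a test of the genetic background of the transgene line, and such a background would give this result. With tsh and tio, which are among the 22, an effect of a transgene inserted near tio was not separated from background. Of these, 17 had a neighbour that does not overlap them, against a mean of 2.9. Gene families in tandem, such as LManIII, LManV and LManVI or Jon99Fi and Jon99Fii, are neighbours in any strain and could move together through shared regulation. Arm 2L held 35 such genes of 1568 tested (2.23%, against 1.31% on the other arms; Fisher's exact test, adjusted p = 0.0464). RNAi and strain change together in this design.

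Reads from the RNAi hairpin would keep Nf-YA counts high. The NF-YA RNAi library with the most Nf-YA had 24.9% of the control mean, so such reads did not hide the drop. Whether such reads make up part of the counts left cannot be told from this percentage, since it only restates the drop.

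Log2 fold changes followed gene length weakly across genes (Spearman rho -0.197, across genes, which are not independent replicates). In a test for this bias, 15 of the 15 lists past the threshold stayed past it in the same direction after a fit on length, and 14 kept at least 0.5 of their median. Length bias does not account for the direction of these lists.

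Fewer unsorted cells in the NF-YA RNAi libraries could also shift genes of the sorted cells. With the enterocyte level as a covariate, the median of the 7 mTORC1 genes of the text was -0.46 against -0.59, with standard errors from 0.19 to 0.35. Of the 9 cell cycle and mitochondrial lists, 4 kept their sign and at least 0.5 of their median. For DNA replication the median went from 0.50 to 0.20 and for mitosis from 0.36 to 0.13. Since the level follows the RNAi, RNA from other cells and an effect of NF-YA loss cannot be told apart for these genes.

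CG46429 had no counts in control libraries and 3.9 CPM in NF-YA RNAi libraries. A test asked whether its reads could be shared with Sesn. It shares 19284 bases with Sesn on the same strand, over whole gene spans with introns. How much of this lies in transcripts was not examined. A change in its own transcription would look alike, and the explanations cannot be told apart.

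Lists of pathways that the paper's text does not name for these libraries went both ways. Of 15 EGFR and JAK-STAT ligands and targets, upd3 (0.94) and vn were called upregulated and aos (-1.01), sty (-0.77) and Stat92E (-0.45) downregulated, with a median of -0.06 (camera, adjusted p = 0.796). Of 10 Notch pathway genes, E(spl)m3-HLH (0.36) and E(spl)m7-HLH (1.05) were called upregulated, with a median of -0.11 (camera, adjusted p = 0.553). Dl was on this list, but its symbol was matched to no gene. The calls of both lists changed in fits that left out a library, which also have less power. Without control library 2 or 3 or NF-YA RNAi library 4 or 5, 0 Notch genes were called upregulated. Without control library 3, 3 were called downregulated. E(spl)m3-HLH kept its call in 1 of the 6 fits that left out a library. Of the EGFR and JAK-STAT genes, 1 was called upregulated and 1 downregulated without NF-YA RNAi library 4.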
